# Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure

**DOI:** 10.7717/peerj.1682

**Published:** 2016-02-18

**Authors:** Wei Luo, Meixia Fang, Haiping Xu, Huijie Xing, Jiangnan Fu, Qinghua Nie

**Keywords:** Dog, Chronic stress exposure, HPA axis, miRNA-seq, cfa-miR-205

## Abstract

MicoRNAs (miRNAs), usually as gene regulators, participate in various biological processes, including stress responses. The hypothalamus–pituitary–adrenal axis (HPA axis) is an important pathway in regulating stress response. Although the mechanism that HPA axis regulates stress response has been basically revealed, the knowledge that miRNAs regulate stress response within HPA axis, still remains poor. The object of this study was to investigate the miRNAs in the pituitary and adrenal cortex that regulate chronic stress response with high-throughput sequencing. The pituitary and adrenal cortex of beagles and Chinese Field dogs (CFD) from a stress exposure group (including beagle pituitary 1 (BP1), CFD pituitary 1 (CFDP1), beagle adrenal cortex 1 (BAC1), CFD adrenal cortex 1 (CFDAC1)) and a control group (including beagle pituitary 2 (BP2), CFD pituitary 2 (CFDP2), beagle adrenal cortex 2 (BAC2), CFD adrenal cortex 2 (CFDAC2)), were selected for miRNA-seq comparisons. Comparisons, that were made in pituitary (including BP1 vs. BP2, CFDP1 vs. CFDP2, BP1 vs. CFDP1 and BP2 vs. CFDP2) and adrenal cortex (including BAC1 vs. BAC2, CFDAC1 vs. CFDAC2, BAC1 vs. CFDAC1 and BAC2 vs. CFDAC2), showed that a total of 39 and 18 common differentially expressed miRNAs (DE-miRNAs) (Total read counts > 1,000, Fold change > 2 & *p*-value < 0.001), that shared in at least two pituitary comparisons and at least two adrenal cortex comparisons, were detected separately. These identified DE-miRNAs were predicted for target genes, thus resulting in 3,959 and 4,010 target genes in pituitary and adrenal cortex, respectively. Further, 105 and 10 differentially expressed genes (DEGs) (Fold change > 2 & *p*-value < 0.05) from those target genes in pituitary and adrenal cortex were obtained separately, in combination with our previous corresponding transcriptome study. Meanwhile, in line with that miRNAs usually negatively regulated their target genes and the dual luciferase reporter assay, we finally identified cfa-miR-205 might play an important role by upregulating *MMD* in pituitary and hippocampus, thus enhancing the immune response, under chronic stress exposure. Our results shed light on the miRNA expression profiles in the pituitary and adrenal cortex with and without chronic stress exposure, and provide a new insight into miR-205 with its feasible role in regulating chronic stress in the pituitary and hippocampus through targeting *MMD*.

## Introduction

MiRNAs belong to a class of non-coding endogenous RNAs with the lengths ranging from 18 nt to 25 nt. They have been much explored as gene expression regulators that involve many biological processes, including differentiation, proliferation, development and apoptosis of cells, hormone secretions, virus diseases and cancers (Stefani & Slark, 2008; Cordes, Srivastava & Ivey, 2010; Taft et al., 2010). MiRNAs are also important in the neuroendocrine system and functionally associated with postembryonic development, axon guidance, synaptic plasticity and astrocyte activity (Bartel, 2004; Krichevsky et al., 2006; Mor et al., 2011). Previous studies showed miR-18a could downregulate the expression of glucocorticoid receptor *in vitro* (Uchida et al., 2008; Vreugdenhil et al., 2009). And in paraventricular nucleus, the miR-18a expression levels of the excessively stress-induced rats were higher than that in the natural rats. In addition, with the neuron treated by glucocorticoid (Kawashima et al., 2010), the miRNA-132 in neuron showed a lower expression level compared with that in negative control. Experiments in rats indicated that, compared with non-stress groups, the expression levels of some miRNAs in prefrontal cortex changed a bit within the acute stress exposure groups, but significantly upregulated within the chronic stress exposure groups (Rinaldi et al., 2010). Collectively, the existing knowledge indicates that the miRNAs play important roles in the neuroendocrine system and are closely associated with the stress response.

The hypothalamus–pituitary–adrenal axis (HPA axis) is an important part of the neuroendocrine system. Stress response, including acute and chronic ones, is regulated by the activity of the HPA axis in part (Frodl & O’Keane, 2013; Griffiths & Hunter, 2014). HPA axis is involved in maintaining the homeostasis of the body, with its regulations in digestion, immune system, mood, sex behavior, energy storage and consumption (Bodera, Stankiewicz & Kocik, 2014; Kennedy et al., 2014; Gelman et al., 2015). Currently, the mechanism of HPA axis in regulating stress response has been basically revealed. However, especially in dogs, the knowledge of the miRNAs associated with stress response in HPA axis is still devoid of a systemic revelation. In addition, to our knowledge, the systemic study of miRNAs in dog tissues still remains poor compared with that in other frequently-used medical animals, just with a study concerning dog tracheas and dog lungs reported (Zhao et al., 2014). In 2008, 357 candidate miRNAs in the Canis familiaris genome were identified with a comparative analysis of the whole genome in silico. Of them, 300 miRNAs were homological with characterized human miRNAs (Zhou et al., 2008). Virtually, miRNA is characterized by its high homology among species, thus the miRNA study targeting HPA axis in dogs can further its corresponding understanding of that in human or other animals.

High-throughput sequencing has been a powerful method to investigate the expression profiles of miRNAs, and has been widely utilized in various organisms (Zhao et al., 2014; Zhan et al., 2014; Li et al., 2015a; Wongwarangkana et al., 2015). In this study, we aimed to investigate the miRNAs involving chronic stress response in dog pituitary and dog adrenal cortex (pituitary–adrenal axis). To achieve it, the pituitary and adrenal cortex tissues of beagles and Chinese Field dogs (CFD) that were treated with chronic stress exposure and non-treatment, were separately performed with miRNA-seq. Then, in pituitary and adrenal cortex, miRNA profiles were compared between the chronic stress exposure groups and the control groups within and between breeds to identify the miRNAs associated with chronic stress response in the pituitary–adrenal axis.

To better pinpoint the pivotal miRNAs of regulating chronic stress in pituitary and adrenal cortex, we combined the miRNA-seq of this study with our previous transcriptome study (Luo et al., 2015). Importantly, the animals used, stress exposure treatment, sampling and differential expression analysis strategy in this study were all the same with our previous transcriptome study (Luo et al., 2015). In our transcriptome study, glucocorticoid levels of pre- and post-stress exposure in each day were detected, and hippocampal sections of stress exposure groups and control groups in both breeds were conducted, both giving evidence that our stress exposure was potent and valid. In addition, our previous transcriptome study identified a total of 511 and 171 differentially expressed genes in pituitary and adrenal cortex, respectively (Table S1).

The two dog breeds used here, including Beagle and CFD, have distinct characteristics in stress tolerance. Beagles are manageable, have good environmental adaptability and good stress tolerance, while CFD is exciteable. We herein utilize two breeds that are distinct in stress tolerance but not just a single breed to avoid drawing a sweeping conclusion and pinpoint the miRNAs concerning chronic stress response more accurately.

## Material and Method

### Ethics statements

In this experiment, all animals used were approved by the Animal Care Committee of Jinan University (Guangzhou, People’s Republic of China) approval number 20131018001, and strictly implemented in line with the experimental basic principles.

### Chronic stress treatment

Chronic stress treatment was given briefly as follows: 6 unrelated purebred male Chinese Field dogs (CFD) and 6 unrelated purebred male beagles, similar in health, weight, and other aspects were selected randomly. From each of these two breeds, three dogs were selected for stress exposure via intermittent electrical stimulation and restraint stress, and the other 3 dogs of each breed, used as controls, were not exposed to the stress. Each morning for 10 days, dogs were restrained and electrically stimulated with a stable current of 10 mA for 6 s followed by a 6-s interval without stimulation, lasting for 20 min every day. Meanwhile, before and after each 20-min stress exposure session, 4 ml of blood was collected and isolated to examine cortisol level with a cortisol radiation immunoassay kit used.

### Samples and RNA preparation

All 12 dogs were killed by air embolism on the 11th day, along with all parts of the adrenal cortex and pituitary tissues collected and fast frozen in liquid nitrogen until for miRNA-seq. Further, Trizol reagent (Invitrogen, USA) was used to isolate the RNAs of all the adrenal cortex and pituitary tissues collected above. The quantity and quality of RNA were examined by Agarose gel electrophoresis, NanoDrop 2000 (Thermo, USA), and Agilent 2100 (Agilent, USA). The RNA collected from each group, including 3 dogs of each, were pooled with equal mass respectively, thus obtaining 8 RNA pooled samples, including CFDP1 (CFD pituitary with stress exposure), CFDP2 (CFD pituitary with non-disposal), CFDAC1 (CFD adrenal cortex with stress exposure), CFDAC2 (CFD adrenal cortex with non-disposal), BP1 (beagle pituitary with stress exposure), BP2 (beagle pituitary with non-disposal), BAC1 (beagle adrenal cortex with stress exposure), and BAC2 (beagle adrenal cortex with non-disposal). In addition, tissues from the hippocampus were collected to perform slice analysis (Nissl staining), aiming to evaluate the influences of stress exposure on hippocampal region cells.

### Small RNA library construction and sequencing

A total of 1 µg RNA was collected from each RNA pooled sample above. Then, specific 3′ and 5′ adaptors were added to the RNA ends of each group (Truseq TM Small RNA sample prep Kit, Illumina). After that, the RNA with adaptors were reverse transcribed into its 1st cDNA, with random primers added. PCR was performed to amplify the cDNA with 11–12 cycles run and then resulted in 8 cDNA libraries, including CFDP1, CFDP2, CFDAC1, CFDAC2, BP1, BP2, BAC1 and BAC2. After purified further by polyacrylamide gel electrophoresis (PAGE), each cDNA library was performed by 1*50 bp high-sequencing on Hiseq-2000 (Majorbio Inc, Shanghai, China).

### Sequence data analysis

The raw reads obtained by high-sequencing were further performed with quality control to result in clean reads. In brief, the quality control was that of trimming low-quality reads (ambiguous N and length < 18 nt), 3′ adapters, 5′ adapters and poly (A) sequences, with SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle) used. Thereby, the lengths of 18–32 bp reads, as the clean ones, were obtained and calculated for their length distributions, using Fastx-Toolkit (http://hannonlab.cshl.edu/fastx˙toolkit/). Meanwhile, the identical reads were collapsed to obtain the unique reads for the statistics of the small RNA’s species and abundance. Moreover, the clean reads were mapped to Rfam database (ftp://sanger.ac.uk/pub/databases/Rfam/) and GenBank noncoding RNA database (http://blast.ncbi.nlm.nih.gov/) to annotate the miscellaneous RNAs, thus filtering out the rRNA, scRNA, snoRNA, snRNA, tRNA and other non-coding RNA. The remaining sRNAs obtained above, including known miRNAs and unknown miRNAs, were then mapped to the CanFam 3.1 genome to analyze their distributions on genome and calculate their expressive quantity. In addition, the remaining sRNAs were mapped to the Canis Canine miRNA data of miRBase 21.0 to identify the known miRNAs. Meanwhile, the novel miRNAs were predicted using miRDeep2 (http://www.mdcberlin.de/en/research/research˙teams/systems˙biology˙of˙gene˙regulatory˙elements/projects/miRDeep/index.html) from unannotated sRNAs (Bonnet et al., 2004; Langmead et al., 2009; Friedländer et al., 2012). The data discussed here have been deposited in NCBI Sequence Read Archive and is accessible through GEO Series accession no. GSE72015 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72015).

### Analysis of differentially expressed miRNAs

To explore the differentially expressed miRNAs (DE-miRNAs) in pituitary and adrenal, on the basis of miRNA expression profiles, eight comparisons were made, including BP1_vs_BP2, CFDP1_vs_CFDP2, BP1_vs_CFDP1 and BP2_vs_CFDP2 in pituitary; BAC1_vs_BAC2, CFDAC1_vs_CFDAC2, BAC1_vs_CFDAC1 and BAC2_vs_CFDAC2 in adrenal cortex. Here, R package DEGseq using a Benjamini *q*-value of 0.001 as the cut-off (corrected *p*-value < 0.001) (http://www.bioconductor.org/packages/release/bioc/html/DEGseq.html) (Wang et al., 2010), combined with Value1/Value2 > 2 (Value indicated the normalized count of samples), were used to screen out the DE-miRNAs. Furthermore, the common miRNAs that differentially expressed in at least two comparisons from pituitary and adrenal cortex were selected for the following target prediction, respectively.

### Target gene prediction of DE-miRNA and its GO, KEGG analysis

For the target gene prediction, we utilized Targetscan 7.0 (http://www.targetscan.org/vert˙70/). Importantly, target genes predicted with the cumulative weighted context + + score less than −0.2, were selected for further analysis. Then, the target genes were selected to perform GO and KEGG pathway analysis, using the KOBAS 2.0 Functional Annotation Tool (http://kobas.cbi.pku.edu.cn/program.inputForm.do?program=Annotate) (Corrected *p*-*value* < 0.05).

### Conjoint analysis of DE-miRNAs and DEGs

To better identify the important miRNAs in regulating chronic stress response, the DEGs identified in our previous transcriptome study of the pituitary and adrenal cortex were compared with the target genes of DE-miRNAs in the pituitary and adrenal cortex separately, thereby obtaining the genes that were both DEGs and target genes in pituitary and adrenal cortex, respectively (as a matter of convenience, the genes that were both DEGs and target genes were named “DE-target genes”). Further, according to a negative correlation between miRNAs and their target genes in expression pattern, the DE-miRNAs and their corresponding DE-target genes that went against this pattern, were then removed, thus resulting in the final DE-miRNA and its corresponding DE-target gene (named DE-(miRNA-mRNA) pairs hereafter). Subsequently, combined with the expression level of DE-miRNAs and their corresponding DE-target genes’ relatedness to stress regulation, a number of DE-(miRNA-mRNA) pairs were selected to perform dual luciferse reporter assay.

### Validation of DE-miRNAs by qPCR

To elucidate the validity of the miRNA-seq data, DE-miRNAs, including miR-30a, miR-124, miR-205 and miR-222, were further detected by qPCR. In each group, 1 µg of pooled RNA was reverse transcribed using ReverTra Ace qPCR RT Kit 101 (TOYOBO, Japan), along with bulge-loop RT primers added. The bulge-loop RT primers and primers for qPCR were both synthesized by RIBOBIO (Guangzhou, China). QPCR was performed on the Bio-Rad S1000 with Bestar SYBR Green RT-PCR Master Mix (DBI Bioscience, Germany). Besides, *U6* and *U48*, as the reference genes, were used to normalize the miRNA expression on the basis of 2^−ΔΔ*CT*^ method (Schmittgen & Livak, 2008). The detailed information of the primers and the annealing temperatures was presented in Table S2.

## Results

### High-sequencing of small RNA

In this study, eight libraries including BAC2, BAC1, CFDAC2, CFDAC1, BP2, BP1, CFDP2 and CFDP1 were constructed for miRNA-seq. As a result, a number of raw reads ranging from 15,926,611 to 81,028,035 were obtained from these 8 groups (Table 1). 

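The miRNA-seq compared pituitary and adrenal cortex of beagles and CFD with and without chronic stress. Stress-exposed dogs were restrained and given a current of 10 mA for 6 s with 6 s between stimuli, over sessions of 20 min on 10 days, and control dogs were left without treatment (non-disposal). RNA of the 3 dogs of a group was pooled with equal mass, so each of the 8 conditions was sequenced as 1 small RNA library. The spread between dogs was therefore not measured, no difference between conditions could be tested against it, and every test on reads below compares 2 libraries, not 2 conditions. The deposited data are lists of the DE-miRNAs of the 8 comparisons, with the authors' normalized reads in both libraries and the z-score, p-value and q-values of the DEGseq package. The lists hold 258 entries for 104 miRNAs, and miRNAs that did not pass the authors' criteria are not in them. How the reads were normalized is not given in the sources used here. In Table S3, the 272 miRNAs whose values have 2 decimals sum to between 173568296 and 174276008 in every library. Low values were whole multiples of a step that is the value of 1 read in that library. This held for 448 of the 448 values of up to 200 reads in Table S3, within 0.01. The value of 1 read was lowest in CFDP2 (2.93 normalized reads) and highest in BAC1 (23.8), a difference of 8.15 times, so a given normalized value rests on fewest reads in BAC1. Normalized reads were divided by this value to give implied reads. For cfa-miR-217 this gave 14 reads in BAC1, 82 in CFDAC1 and 35 in CFDAC2, beside 14, 82 and 33 reads summed over the isoforms that Fig. S2 of the paper lists. Log2 ratios were computed anew from the normalized reads, with 0 replaced by 0.5 as in the lists, and a miRNA is called a DE-miRNA below where its fold change is above 2 and the authors' p-value is below 0.001. Each ratio was given a 95% exact (Clopper-Pearson) interval from the implied reads, written in parentheses after it, which covers counting error only.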

After eliminating reads of low quality (ambiguous N and length < 18 nt), 3′ adapters, 5′ adapters and poly (A) sequences, a number of clean reads ranging from 11,900,933 to 74,445,014 were obtained from the 8 groups (Table 1). Further, the clean reads from each group were mapped to Rfam database (11.0, http://Rfam.sanger.ac.uk/) and GenBank noncoding RNA database (http://blast.ncbi.nlm.nih.gov/) to annotate miscellaneous RNAs. And the detailed annotations of small RNA in each library were presented in Fig. S1.

**Table 1:** Statistics of miRNA-seq across 8 samples in brief.

	BAC2	BAC1	CFDAC2	CFDAC1	BP2	BP1	CFDP2	CFDP1
Raw reads number	28,667,214	15,926,611	32,583,375	32,665,593	27,591,701	18,359,529	81,028,035	51,202,889
Clean reads number	24,078,122	11,900,933	27,143,726	25,448,102	24,957,693	16,409,592	74,445,014	40,249,802
Unique reads	975,309	693,607	1,508,439	1,118,474	646,032	477,154	1,644,704	1,491,566
Perfectly matched unique reads	211,901	178,920	84,239	257,486	175,320	140,709	426,965	423,546
Unique gene miRNA number	68,246	48,170	100,880	68,735	68,482	56,260	167,784	89,791
Total percent of miRNA in clean reads	82.08%	73.63%	74.32%	69.32%	88.97%	88.42%	88.27%	70.16%

**Notes.**

BAC1 beagle adrenal cortex with treatment BAC2 beagle adrenal cortex without treatment BP1 beagle pituitary with treatment BP2 beagle pituitary without treatment CFDAC1 Chinese Field dog adrenal cortex with treatment CFDAC2 Chinese Field dog adrenal cortex without treatment CFDP1 Chinese Field dog pituitary with treatment CFDP2 Chinese Field dog pituitary without treatment

The statistics of size distributions showed that the majority of sRNAs were 21–23 nt in length across 8 samples, along with a significantly downregulated profile in post-stress group compared with that in pre-stress (Figs. 1A and 1B). Besides, when mapped to the reference genome of Canis Canine with the remaining sRNA reads (including known miRNAs and unknown miRNAs), Chromosomes 1, 3, 5, 20 and 31 were found to be mapped most abundantly (ratio > 5%) in dog (Fig. 2). 

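The implied reads of the 272 miRNAs give the depth of each library on a common scale. They came to 59399656 in CFDP2 and 25650356 in CFDP1, the CFD pituitary libraries without and with stress exposure, and to 20054876 in BP2 and 13077049 in BP1, those of beagle. In adrenal cortex they came to 17167375 in CFDAC2, 14821210 in CFDAC1, 16445268 in BAC2 and 7298708 in BAC1. The pituitary library of a condition thus held 3.46 (CFDP2), 1.73 (CFDP1), 1.22 (BP2) and 1.79 (BP1) times the reads of its adrenal cortex library. The floor of 3 reads corresponds to 8.78 normalized reads in CFDP2 and to 71.5 in BAC1. With 1 library for each condition, these depths describe the libraries and not the tissues.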

Meanwhile, a bigger number of small RNA reads were showed in pituitary samples (especially in CFD pituitary samples) compared with that in adrenal cortex samples.

**Figure 1:**
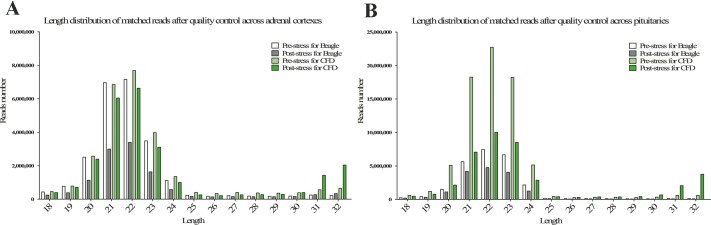
Length distribution of matched reads after quality control in adrenal cortex (A) and pituitary (B). The white, light black, light green, and green columns represent the samples of pre-stress for beagle, post-stress for beagle, pre-stress for CFD, and post-stress for CFD, respectively.

**Figure 2:**
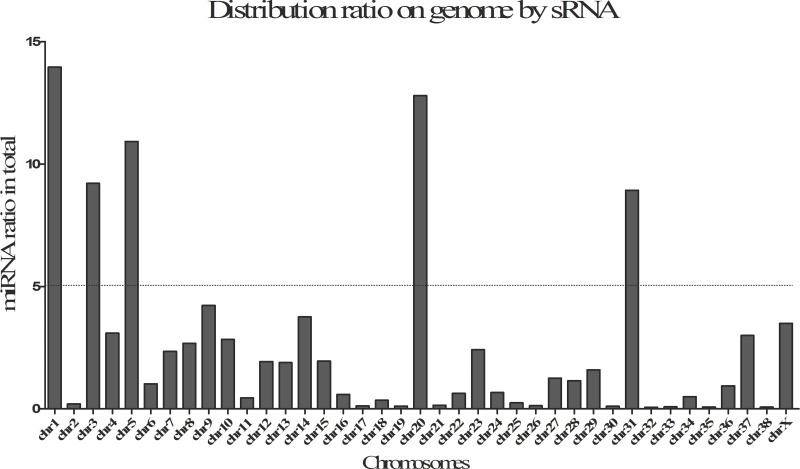
Distribution ratio on by small RNAs (sRNA) on genome.

### Identification of known miRNAs

When mapped to the Canis Canine data of miRBase 21.0 by the remaining sRNA reads, a total of 425 out of 453 known miRNAs (Table S3) were identified across eight samples. Of the 425 identified known miRNAs, BAC2, BAC1, CFDAC2, CFDAC1, BP2, BP1, CFDP2 and CFDP1 contributed to 332, 325, 332, 345, 327, 318, 352 and 355 miRNAs, respectively.

**Table 2:** 39 and 18 common differentially expressed miRNAs pituitary from the pituitary and adrenal cortex respectively. MiRNAs ranked up to down by the total reads number within adrenal cortex samples, where the total reads were greater than 1,000.

miRNA ID	Normalized reads		|log2(Fold\relax \special {t4ht=_}change)|
	**Sample 1**	**Sample 2**	
cfa-miR-30a	CFDP1:2553208	CFDP2:5289957	1.05
	BP1:6285675	CFDP1:2553208	1.3
cfa-miR-9	CFDP1:2270770	CFDP2:548039	2.05
	BP1:788518	CFDP1:2270770	1.53
cfa-miR-124	CFDP1:1806445	CFDP2:67009	4.75
	BP1:51801	CFDP1:1806445	5.12
	BP2:26408	TP2:67009	1.34
cfa-miR-144	CFDP1:162116	CFDP2:341015	1.07
	BP1:561345	CFDP1:162116	1.79
cfa-miR-128	CFDP1:439481	CFDP2:86512	2.34
	BP1:105386	TP1:439481	2.06
cfa-miR-146b	BP1:109353	BP2:51299	1.09
	BP2:51299	BP1:163222	1.67
cfa-miR-222	CFDP1:153482	CFDP2:29889	2.36
	BP1:17161	CFDP1:153482	3.16
cfa-miR-34c	BP1:53532	CFDP1:6620	3.02
	BP2:77871	BP1:12722	2.61
cfa-miR-221	CFDP1:90710	CFDP2:19204	2.24
	BP1:10704	CFDP1:90710	3.08
cfa-miR-95	BP1:23657	CFDP1:47878	1.02
	BP2:13824	CFDP2:31697	1.2
cfa-miR-205	BP1:10730	BP2:22724	1.08
	CFDP1:12765	CFDP2:55847	2.13
	BP2:22724	CFDP2:55847	1.3
cfa-miR-138a	CFDP1:52944	CFDP2:7943	2.74
	BP1:10264	CFDP1:52944	2.37
cfa-miR-135b	CFDP1:10065	CFDP2:21001	1.06
	BP1:28943	CFDP1:10065	1.52
cfa-miR-155	BP1:12914	CFDP1:26499	1.04
	BP2:7255	CFDP2:14735	1.02
cfa-miR-885	CFDP1:22660	CFDP2:9447	1.26
	BP1:7043	CFDP1:22660	1.69
cfa-miR-150	CFDP1:17024	CFDP2:4522	1.91
	BP1:3981	CFDP1:17024	2.1
cfa-miR-326	CFDP1:13307	CFDP2:4126	1.69
	BP1:5618	CFDP1:13307	1.24
cfa-miR-105a	BP1:2223	BP2:1031	1.11
	CFDP1:16712	CFDP2:3167	2.4
	BP1:2223	CFDP1:16712	2.91
	BP2:1031	CFDP2:3167	1.62
cfa-miR-330	CFDP1:9455	CFDP2:3793	1.32
	BP1:3954	CFDP1:9455	1.26
cfa-miR-219-3p	BP1:1118	BP2:425	1.4
	CFDP1:10445	CFDP2:2774	1.91
	BP1:1118	CFDP1:10445	3.22
	BP2:425	CFDP2:2774	2.71
cfa-miR-138b	CFDP1:8716	CFDP2:1414	2.62
	BP1:1571	CFDP1:8716	2.47
cfa-miR-202	CFDP1:7366	CFDP2:1598	2.2
	BP1:1398	CFDP1:7366	2.4
cfa-miR-449	BP1:1917	BP2:4810	1.33
	BP2:4810	CFDP2:1484	1.7
cfa-miR-139	BP1:1651	BP2:615	1.42
	CFDP1:4883	CFDP2:1124	2.12
	BP1:1651	CFDP1:4883	1.56
cfa-miR-448	BP1:1904	BP2:693	1.46
	CFDP1:2645	CFDP2:919	1.53
cfa-miR-224	BP1:626	BP2:1378	1.14
	BP1:626	CFDP1:2231	1.83
cfa-miR-215	CFDP1:597	CFDP2:1940	1.7
	BP2:754	CFDP2:1940	1.36
cfa-miR-34b	CFDP1:115	CFDP2:269	1.22
	BP1:1331	CFDP1:115	3.53
	BP2:1907	CFDP2:269	2.82
cfa-miR-1	CFDP1:1505	CFDP2:687	1.13
	BP1:439	BP2:1505	1.78
cfa-miR-1307	BP1:306	BP2:875	1.51
	BP2:355	CFDP2:1375	1.95
cfa-miR-802	BP1:812	BP2:347	1.23
	CFDP1:115	CFDP2:1086	3.24
	BP1:812	CFDP1:115	2.82
	BP2:347	CFDP2:1086	1.65
cfa-miR-346	CFDP1:1329	CFDP2:234	2.51
	BP1:200	CFDP1:1329	2.73
cfa-miR-1343	BP1:8219	CFDP1:22031	1.42
	CFDP1:22031	CFDP2:10113	1.12
cfa-miR-769	BP1:2087	CFDP1:4473	1.1
	CFDP1:4473	CFDP2:1855	1.27
cfa-miR-8903	BP1:243	CFDP1:815	1.75
	CFDP1:815	CFDP2:264	1.62
cfa-miR-8908a-3p	BP1:4530	BP2:1269	1.84
	BP2:1269	CFDP2:2759	1.12
cfa-miR-8908a-5p	BP1:1375	BP2:349	1.98
	BP1:1375	CFDP1:515	1.42
cfa-miR-8908b	BP1:1165	BP2:264	2.14
	BP1:1165	CFDP1:565	1.04
cfa-miR-8908d	BP1:1650	BP2:286	2.53
	BP1:1650	CFDP1:798	1.05
	BP2:286	CFDP2:943	1.72
cfa-miR-34a	BAC2:60814	CFDAC2:172140	1.5
	BAC1:84320	CFDAC1:197301	1.23
cfa-miR-338	BAC1:62453	BAC2:168721	1.43
	BAC2:168721	CFDAC2:79629.01	1.08
cfa-miR-758	BAC2:78102	CFDAC2:33774.31	1.21
	BAC1:61499	CFDAC1:25712	1.26
cfa-miR-9	BAC1:24395	BAC2:68265.21	1.48
	BAC2:68265	CFDAC2:27267.15	1.33
cfa-miR-138a	BAC1:10468	BAC2:35790	1.77
	BAC2:35790	CFDAC2:7959	2.17
cfa-miR-124	BAC1:6200	BAC2:24560	1.99
	BAC2:24560	CFDAC2:5837	2.07
cfa-miR-122	BAC1:13068	BAC2:591	4.47
	CFDAC1:16590	CFDAC2:538	4.95
cfa-miR-196b	BAC1:10230	BAC2:1931	2.41
	BAC2:1931	CFDAC2:4345	1.17
	BAC1:10230	CFDAC1:2254	2.18
cfa-miR-592	CFDAC1:2031	CFDAC2:4893	1.27
	BAC1:4316	CFDAC1:2031	1.09
cfa-miR-31	BAC1:787	BAC2:2290	1.54
	BAC1:787	CFDAC1:1890	1.26
cfa-miR-138b	BAC1:1216	BAC2:4243	1.8
	BAC2:4243	CFDAC2:985	2.11
	BAC1:1216	CFDAC1:599	1.02
cfa-miR-490	BAC1:1097	BAC2:2406	1.13
	BAC2:2406	CFDAC2:487	2.31
	BAC1:1097	CFDAC1:493	1.15
cfa-miR-496	BAC1:978	BAC2:2069	1.08
	BAC2:2069	CFDAC2:924	1.16
cfa-miR-885	BAC1:501	BAC2:1161	1.21
	BAC2:1161	CFDAC2:538	1.11
cfa-miR-196a	BAC1:858	BAC2:84	3.35
	CFDAC1:399	CFDAC2:1340	1.74
	BAC2:84	CFDAC2:1340	3.99
	BAC1:858	CFDAC1:399	1.1
cfa-miR-217	CFDAC1:963	CFDAC2:355	1.44
	BAC1:334	CFDAC1:963	1.53
cfa-miR-493	BAC1:405	BAC2:834	1.04
	BAC2:834	CFDAC2:294	1.5
	BAC1:405	CFDAC1:188	1.11
cfa-miR-889	BAC1:502707	CFDAC1:231678	1.12
	BAC2:677126	CFDAC2:285996	1.24

**Notes.**

BAC1 beagle adrenal cortex with treatment BAC2 beagle adrenal cortex without treatment BP1 beagle pituitary with treatment BP2 beagle pituitary without treatment CFDAC1 Chinese Field dog adrenal cortex with treatment CFDAC2 Chinese Field dog adrenal cortex without treatment CFDP1 Chinese Field dog pituitary with treatment CFDP2 Chinese Field dog pituitary without treatment

Besides, the importance attached to the abundance of the miRNA expression in these two breeds was conducive to identify the miRNAs of high activity in dog pituitary and dog adrenal cortex. In adrenal cortex samples, cfa-miR-99a was the most abundant known miRNA, followed with cfa-miR-30 family (including cfa-miR-30a, cfa-miR-30b, cfa-miR-30c and cfa-miR-30d), cfa-miR-26 family (including cfa-miR-26a and cfa-miR-26b) and cfa-miR-7 family (including cfa-miR-7 and cfa-miR-7g) (The top 20 known miRNAs of abundance in adrenal cortex were listed in Table S4). Meanwhile, cfa-miR-7 family (including cfa-miR-7 and cfa-miR-7g), cfa-miR-99a, cfa-miR-30 family (including cfa-miR-30a and cfa-miR-30d), and cfa-miR-125 family (including cfa-miR-125a and cfa-miR-125b) were found to be the most abundant known miRNAs in pituitary samples (The top 20 known miRNAs of abundance in pituitary were listed in Table S4). In previous high-throughput sequencing studies of other species, various isoforms of the miRNAs were always detected (Li et al., 2011; Visser et al., 2014). In this study, we found almost all known cfa-miRNAs were of isoforms, with a larger number of isoforms possessed by the miRNAs of higher abundance. Moreover, most of the isoforms showing the highest expression level were identical to the canonical forms in miRBase 21.0, but for some other miRNAs, like the cfa-miR-217, the isoforms that showed the highest expression level were not the canonical ones at all (Fig. S2), indicating the variability of miRNA expression pattern.

### Identification of novel miRNAs

In this study, a total of 147 novel miRNAs were identified across eight samples (Table S5). Compared with the known miRNAs identified here, rather lower expression levels were showed by the identified novel miRNAs. Of the 147 novel miRNAs, there were just 18 that were greater than 1,000 reads in expression level (Table S6). MiR-24_20231 and miR-21_17074 as the top two of the 18 novel miRNAs above, their predicted secondary structures were presented in Fig. S3. Of the 147 novel miRNAs, 75 shared a seed sequence with other known miRNAs of other species (especially mammals).

### Identification of differentially expressed known miRNAs

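Between the breeds, some miRNAs of leukocytes were higher in CFD pituitary, and some of multiciliated cells in beagle pituitary and of the imprinted cluster in beagle adrenal cortex. Of 6 leukocyte miRNAs, cfa-miR-142, cfa-miR-150 and cfa-miR-155 were higher in CFDP1 than in BP1, cfa-miR-146a, cfa-miR-146b and cfa-miR-155 were higher in CFDP2 than in BP2, and none was lower. Cfa-miR-155, which acts in activated lymphocytes and macrophages, had log2 ratios of -1.04 (-1.14 to -0.94) in BP1_vs_CFDP1 and -1.02 (-1.13 to -0.92) in BP2_vs_CFDP2, which became -0.87 and -0.85 under median-ratio scaling and then missed the 2-fold criterion, so that no leukocyte miRNA was left in both. Cfa-miR-34c, abundant in multiciliated epithelium, measured 53532 normalized reads in BP1 against 6620 in CFDP1 (log2 ratio 3.02, 2.91 to 3.12) and 77871 in BP2 against 12722 in CFDP2 (2.61, 2.56 to 2.67). It was also called higher in beagle adrenal cortex, at 1.31 (0.46 to 2.17) in BAC1_vs_CFDAC1 and 1.29 (0.64 to 1.97) in BAC2_vs_CFDAC2. Both adrenal calls ended with the exact binomial test and p-values multiplied by 425. Of 21 miRNAs of the imprinted cluster, 4 were higher in BAC1 than in CFDAC1 and 4 were higher in BAC2 than in CFDAC2, with none lower, and cfa-miR-758 of this cluster had log2 ratios of 1.26 (1.18 to 1.34) and 1.21 (1.15 to 1.27). In pituitary, cfa-miR-758 alone of the cluster was called between breeds, higher in BP2 than in CFDP2 (1.04). Cfa-miR-196b, encoded in a HOX cluster, was higher in BAC1 than in BAC2 (2.41, 2.15 to 2.66) and than in CFDAC1 (2.18, 1.93 to 2.44), but lower in BAC2 than in CFDAC2 (-1.17, -1.43 to -0.92). None of 10 let-7 miRNAs is in the 8 lists, but the lists hold no miRNA that Table S3 gives with longer decimals, and the paper's Table S8 has one such, cfa-let-7d, in BP1_vs_CFDP1 (-1.02). These lists of miRNAs were fixed before the deposited lists were opened, but after the values in the paper's tables had been read. Those tables hold 245 of the 258 deposited entries with equal values, so the choice was not blind to the data.
The median log2 ratio of the 6 leukocyte miRNAs, from the paper's Table S3, was -0.93 in BP1_vs_CFDP1 (percentile 1.55 among 10000 random lists matched on mean level) and -0.84 in BP2_vs_CFDP2 (percentile 0.34), and that of the 3 multiciliated ones was 3.02 (percentile 99.9) and 2.61 (percentile 99.9). Other lists moved in these comparisons, namely the brain-enriched (-0.83, percentile 0.05), muscle-enriched (-1.31, percentile 0.69) and erythroid (0.90, percentile 99.2) miRNAs in BP1_vs_CFDP1 and the pancreas-enriched cluster (-1.48, percentile 0) in BP2_vs_CFDP2. For the 19 measured members of the imprinted cluster the median was 0.75 in BAC1_vs_CFDAC1 and 0.68 in BAC2_vs_CFDAC2, at percentiles 100 and 99.8, and 0.78 and 0.50 under median-ratio scaling, which ended the calls of cfa-miR-382 and cfa-miR-496 and left 2 of the 4 in BAC2_vs_CFDAC2. In BAC1_vs_CFDAC1 the HOX (0.72, percentile 99.0) and brain-enriched (0.26, percentile 94.9) miRNAs moved the same way, and the pancreas-enriched cluster (-1.53, percentile 3.02), epithelial (-0.50, percentile 3.24), leukocyte (-0.54, percentile 0.11) and erythroid (-0.43, percentile 2.1) miRNAs the other way. In BAC2_vs_CFDAC2 the brain-enriched miRNAs (0.70, percentile 100) moved the same way, and the HOX (-0.81, percentile 0.03), epithelial (-0.57, percentile 0.09) and leukocyte (-0.20, percentile 2.89) miRNAs the other way. The differences between breeds are thus not particular to 1 list. The random lists were matched on mean level only, so clustered or near-identical miRNAs that move together can give an extreme percentile.
After stress exposure, 15 DE-miRNAs were higher and 6 were lower in BP1_vs_BP2, and 29 were higher and 11 were lower in CFDP1_vs_CFDP2. In adrenal cortex, 7 were higher and 22 were lower in BAC1_vs_BAC2, and 16 were higher and 7 were lower in CFDAC1_vs_CFDAC2. Between breeds, 11 were higher and 39 were lower in BP1_vs_CFDP1, 6 were higher and 21 were lower in BP2_vs_CFDP2, 16 were higher and 21 were lower in BAC1_vs_CFDAC1, and 22 were higher and 8 were lower in BAC2_vs_CFDAC2. Of these 257 calls, 52 had fewer than 10 implied reads in the higher library, 21 had at most 2, and 121 had an interval that lay wholly beyond 2-fold. With an exact binomial test on the implied reads in place of the authors' p-value, and its p-values multiplied by 425, 149 of the 257 calls were left.

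**Figure D1:**
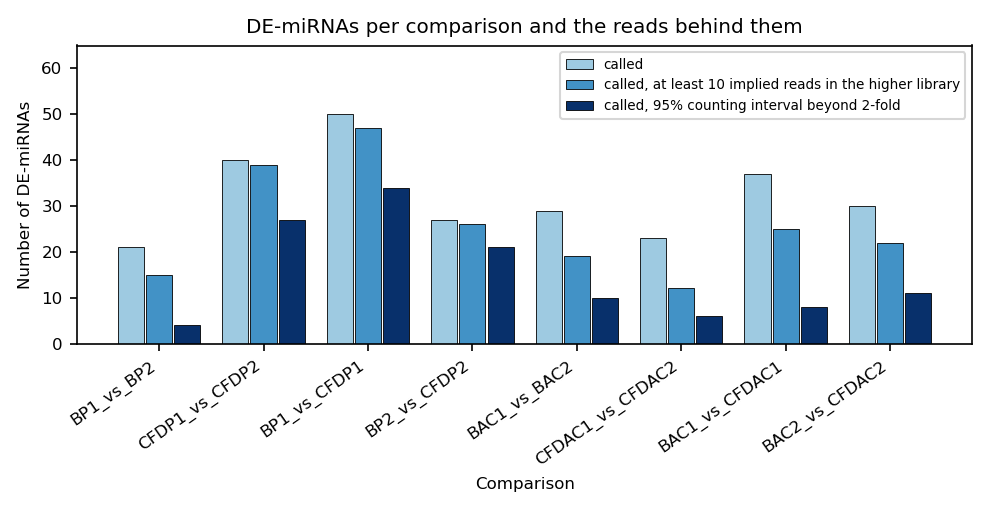
Number of DE-miRNAs (y axis) in each of the 8 comparisons (x axis), as bars for all calls, for calls with at least 10 implied reads in the higher library, and for calls whose 95% counting interval lies beyond 2-fold. In CFDP1_vs_CFDP2 the 3 bars stand at 40, 39 and 27, and in CFDAC1_vs_CFDAC2 at 23, 12 and 6.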

In this study, a total of 27 (6 up, 21 down), 37 (18 up, 19 down), 30 (22 up, 8 down), 21 (15 up, 6 down), 25 (19 up, 6 down), 58 (13 up, 45 down), 32 (7 up, 25 down) and 43 (32 up, 11 down) DE-miRNAs (*P-value* < 0.001, log_2_(Fold_change) > 1) were detected in the comparisons of BAC1_vs_BAC2, BAC1_vs_CFDAC1, BAC2_ vs_CFDAC2, CFDAC1_vs_CFDAC2, BP1_vs_BP2, BP1_vs_CFDP1, BP2_vs_CFDP2 and CFDP1_vs_CFDP2 respectively (the DE-miRNAs identified from adrenal cortex were listed in Table S7, and that from pituitary were listed in Table S8). Furthermore, a total of 90 miRNAs expressing differentially in pituitary comparisons were obtained, with 51 common DE-miRNAs shared in at least 2 pituitary comparisons (common DE-miRNAs). 

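Some brain-enriched and muscle-enriched miRNAs were among the pituitary DE-miRNAs with higher levels in CFDP1 than in CFDP2 and BP1. Of 16 brain-enriched miRNAs, 6 were higher in CFDP1 than in CFDP2 and 7 were higher in CFDP1 than in BP1, with none lower, while 1 was higher in BP1 than in BP2 and 3 were higher in CFDP2 than in BP2 (2 under median-ratio scaling). Cfa-miR-9, a miRNA of neural progenitors and neurons, measured 2270770 normalized reads in CFDP1 and 548039 in CFDP2 (log2 ratio 2.05, 2.04 to 2.06), and cfa-miR-128, a neuronal miRNA, 439481 and 86512 (2.34, 2.32 to 2.36). Cfa-miR-138a measured 52944 and 7943 (2.74, 2.67 to 2.80), and may share reads with its near-identical copy cfa-miR-138b (2.62, 2.47 to 2.78). The median log2 ratio of the 16 brain-enriched miRNAs in CFDP1_vs_CFDP2, from the paper's Table S3, was 0.65, at percentile 100 among 10000 random lists matched on mean level. Other lists moved in that comparison as well, the leukocyte (0.49, percentile 96.7) and muscle-enriched (0.82, percentile 95.9) miRNAs the same way, and the multiciliated (-0.94, percentile 0), pancreas-enriched cluster (-0.58, percentile 1.82), erythroid (-0.49, percentile 3.93), epithelial (-0.24, percentile 5.18) and HOX (-0.52, percentile 5.41) miRNAs the other way. Of 8 muscle-enriched miRNAs, cfa-miR-1, cfa-miR-133b and cfa-miR-206 were higher in CFDP1 than in CFDP2 and none was lower, and 5 were higher in CFDP1 than in BP1 and 1, cfa-miR-208b, lower. Cfa-miR-206, which is made in skeletal muscle, had 110 implied reads in CFDP1 and 1 in CFDP2 (7.96, 5.49 to 13.31). Cfa-miR-133a and cfa-miR-133c, both higher in CFDP1 than in BP1 (log2 ratio -1.31 in BP1_vs_CFDP1), have equal values in the list and cannot be told apart.
In all, 79 miRNAs were called in at least 1 pituitary comparison and 44 in at least 2. Each library enters 2 of the 4 comparisons. When 4 libraries that vary independently were simulated in the same 4 comparisons with as many calls, over the 268 detected miRNAs that the lists can hold, 35.9 miRNAs on average were common (95% of 1000 draws between 26 and 48), and over all 396 detected miRNAs 31.2 (21 to 42). The 44 thus lie inside the first range, whose background was chosen after seeing the data, and outside the second. Of the 32 miRNAs called in exactly 2 comparisons, 24 were called in a pair that shares a library, 18 of them in the pair that shares CFDP1. That pair had 27 miRNAs called in both. The 7.46 that independent lists would give (n1 × n2 / N) is too low a reference, since both comparisons hold CFDP1. No expected number for a pair that shares a library is given here. Without the 2 comparisons that hold CFDP1, a setting chosen after seeing the data, 39 miRNAs were called and 9 were common. The 2 stress comparisons, BP1_vs_BP2 and CFDP1_vs_CFDP2, share no library, and 7 miRNAs were higher in both and 3 lower in both, where independent lists would give 1.62 and 0.246. This reference and the simulation give every miRNA the same chance of a call. Both may be too low, since counting error alone can call miRNAs with few reads more than once. In BP1_vs_BP2, the shared cfa-miR-1836 had 0 and 3 implied reads and cfa-miR-371 had 2 and 0. With cfa-miR-802, which changed in opposite directions, 11 were called in both, and 5 of them were left with the exact binomial test on reads.

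**Figure D2:**
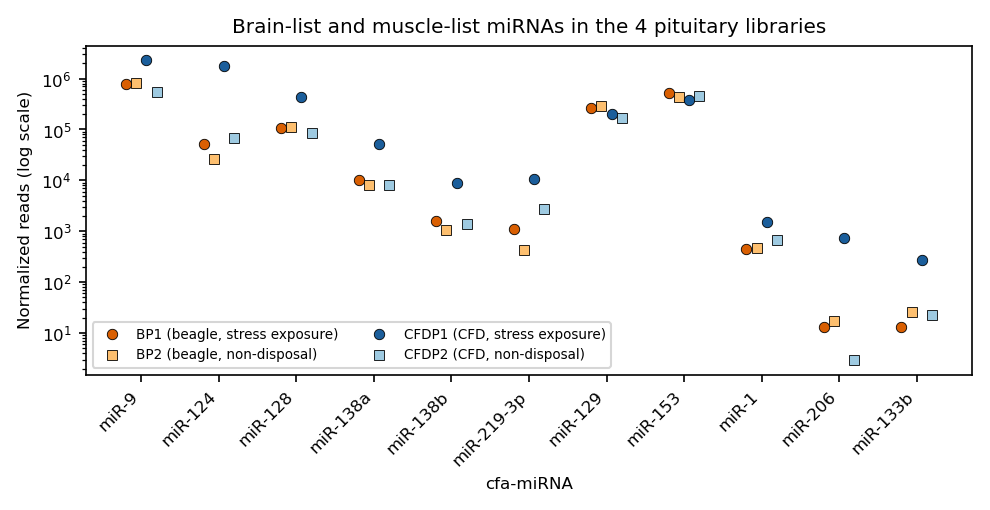
Normalized reads (y axis, log scale) of 8 brain-enriched and 3 muscle-enriched miRNAs (x axis) in the 4 pituitary libraries, 1 point per library, circles for stress exposure and squares for non-disposal. CFDP1 lies above the other 3 libraries for 9 of the 11 miRNAs shown, and not for cfa-miR-129 and cfa-miR-153.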

Of the 51 common DE-miRNAs, cfa-miR-105a, cfa-miR-219-3p and cfa-miR-802 were the common DE-miRNAs of the four pituitary comparisons. 

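Cfa-miR-105a and cfa-miR-219-3p had the same order of libraries, and cfa-miR-802 changed in opposite directions in the 2 breeds. Cfa-miR-105a measured 16712 normalized reads in CFDP1, 3167 in CFDP2, 2223 in BP1 and 1031 in BP2. It was higher after stress exposure in CFD (log2 ratio 2.40, 2.30 to 2.50) and in beagle (1.11, 0.76 to 1.46), where the interval also holds changes under 2-fold, and may share reads with its near-identical copy cfa-miR-105b. Cfa-miR-219-3p, from a miRNA family of oligodendrocytes and brain, measured 10445 in CFDP1, 2774 in CFDP2, 1118 in BP1 and 425 in BP2, with log2 ratios of 1.91 (1.79 to 2.03) in CFD and 1.40 (0.87 to 1.94) in beagle. Cfa-miR-802 measured 115 in CFDP1 and 1086 in CFDP2 (-3.24, -4.03 to -2.54), and 812 in BP1 and 347 in BP2 (1.23, 0.63 to 1.84). In implied reads these are 17, 371, 61 and 40, and the call of cfa-miR-802 in BP1_vs_BP2 ended with the exact binomial test and p-values multiplied by 425, and at a fold above 4. No replicate bears on any of these ratios.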

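In adrenal cortex, cfa-miR-122, the most abundant miRNA of hepatocytes, was higher after stress exposure in both breeds. It measured 13068 normalized reads in BAC1 and 591 in BAC2 (log2 ratio 4.47, 4.07 to 4.89), and 16590 in CFDAC1 and 538 in CFDAC2 (4.95, 4.55 to 5.37). The other miRNAs of the liver list were not DE-miRNAs, with log2 ratios by the paper's Table S3 of 0.16 and 0.64 for cfa-miR-192 and of 0.36 and 0.58 for cfa-miR-194 in beagle and CFD. Some brain-enriched miRNAs were higher in BAC2 than in the libraries it was compared with. Of 16 such miRNAs, 5 were lower in BAC1 than in BAC2 and 7 were higher in BAC2 than in CFDAC2, with none the other way. Cfa-miR-124, a miRNA of neurons, measured 24560 in BAC2, 6200 in BAC1 and 5837 in CFDAC2 (log2 ratios -1.99, -2.18 to -1.80, and 2.07, 1.94 to 2.21). Cfa-miR-338, found in oligodendrocytes and neurons, had log2 ratios of -1.43 (-1.49 to -1.37) in BAC1_vs_BAC2 and 1.08 (1.04 to 1.12) in BAC2_vs_CFDAC2, the second of which became 0.90 under median-ratio scaling. The calls of cfa-miR-218, cfa-miR-338 and cfa-miR-488 in BAC2_vs_CFDAC2 ended under that scaling, which left 4 of the 7. The list's median log2 ratio in BAC1_vs_BAC2, from Table S3, was -0.48 (percentile 0.19 among 10000 random lists matched on mean level), and the erythroid (-0.63, percentile 0.45) and leukocyte (-0.30, percentile 5.3) miRNAs moved the same way and the HOX (1.45, percentile 99.8) and liver (0.36, percentile 97.4) miRNAs the other way. In BAC2_vs_CFDAC2 the imprinted cluster moved with the brain-enriched miRNAs, and the HOX and epithelial miRNAs against them.
Cfa-miR-802 was higher after stress exposure in CFD, at 62 implied reads in CFDAC1 and 8 in CFDAC2 (3.16, 2.10 to 4.44). In beagle its call rests on 8 and 4 implied reads (2.18, 0.28 to 4.36) and ended with the exact binomial test and with a minimum of 10 reads. Cfa-miR-196a, encoded in the HOX clusters, measured 858 in BAC1 and 84.4 in BAC2 (3.35, 2.22 to 4.66), but 399 in CFDAC1 and 1340 in CFDAC2 (-1.75, -2.34 to -1.19). Cfa-miR-216b, of a pancreas-enriched cluster, went the other way, at 215 in BAC1 and 517 in BAC2 (-1.27, -2.48 to -0.23) and at 751 in CFDAC1 and 203 in CFDAC2 (1.89, 1.14 to 2.69). Its cluster neighbour cfa-miR-217 was higher in CFDAC1 than in CFDAC2 (1.44, 0.85 to 2.05) and than in BAC1. The calls of cfa-miR-216b in BAC1_vs_BAC2 and of cfa-miR-217 in BAC1_vs_CFDAC1 ended with the exact binomial test. Cfa-miR-514 had 0 implied reads in BAC1, 3 in BAC2, 1 in CFDAC1 and 7 in CFDAC2, and its counting interval held 0 in each of the 4 comparisons. The lists hold cfa-miR-300 and cfa-miR-448 in all 4 comparisons as well, with at most 4 and 2 implied reads in a library.
In all, 60 miRNAs were called in at least 1 adrenal cortex comparison and 40 in at least 2, where 29.5 on average (95% of draws between 20 and 40) were common in simulated independent libraries that enter the same comparisons, over the 267 detected miRNAs that the lists can hold, and 25.2 (16 to 35) over all 393 detected. The 40 thus lie at the upper end of the first range and outside the second. Of the 26 called in exactly 2, 22 were called in a pair that shares a library. The pair that shares BAC2 had 18 miRNAs called in both. The 3.26 that independent lists would give is too low a reference, since both comparisons hold BAC2. The common ones numbered 25 with at least 10 implied reads, 13 with the exact binomial test on reads, and 16 without the 2 comparisons that hold BAC2, a setting chosen after seeing the data. In BAC1_vs_BAC2 and CFDAC1_vs_CFDAC2, which share no library, 3 miRNAs were higher in both and 2 lower in both (0.419 and 0.577 for independent lists over the 267), and 4 changed in opposite directions. As in pituitary, the simulated and independent references may be too low, since they give every miRNA the same chance of a call. With the exact binomial test, only cfa-miR-122 was left among those of the same direction and cfa-miR-196a among the opposite ones.

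**Figure D3:**
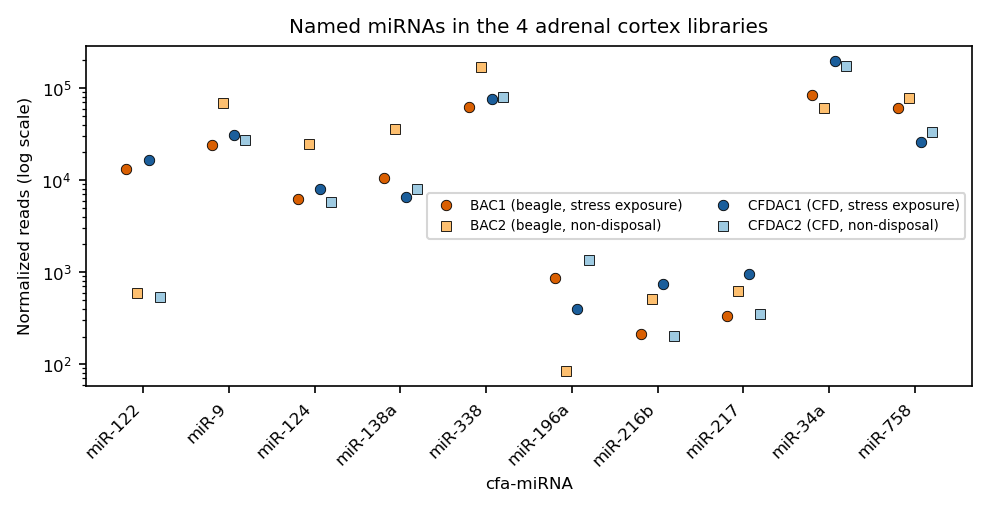
Normalized reads (y axis, log scale) of 10 miRNAs (x axis) in the 4 adrenal cortex libraries, 1 point per library, circles for stress exposure and squares for non-disposal. For cfa-miR-122 both circles lie above both squares, and for cfa-miR-9, cfa-miR-124, cfa-miR-138a and cfa-miR-338 the beagle square (BAC2) lies highest.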

Meanwhile, of the 62 DE-miRNAs detected in adrenal cortex comparisons, there were 39 common DE-miRNAs, with the three common miRNAs of cfa-miR-196a, cfa-miR-216b, and cfa-miR-514 shared in all these four adrenal cortex comparisons. In consideration of the functional impact exerted by miRNA expression level, we chose the DE-miRNAs whose total reads within pituitary or adrenal cortex were greater than 1,000 for subsequent analysis, thus resulting in a total of 39 and 18 common DE-miRNAs in pituitary and adrenal cortex separately (Fig. 3 and Table 2).

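Among the miRNAs that passed the filter on expression level were the neuronal cfa-miR-9, cfa-miR-124 and cfa-miR-128, the vascular pair cfa-miR-221 and cfa-miR-222, and the epithelial cfa-miR-205 in pituitary, and cfa-miR-122, cfa-miR-34a and cfa-miR-196b in adrenal cortex. Cfa-miR-221 measured 90710 normalized reads in CFDP1 and 19204 in CFDP2 (log2 ratio 2.24, 2.20 to 2.28). Cfa-miR-34a, a target of p53, was lower in beagle than in CFD adrenal cortex, at 84320 in BAC1 against 197301 in CFDAC1 (-1.23, -1.28 to -1.17) and 60814 in BAC2 against 172140 in CFDAC2 (-1.50, -1.54 to -1.46). The filter left 33 common DE-miRNAs in pituitary and 22 in adrenal cortex and removed 11 and 18. The totals were summed over the 4 libraries of a tissue, with the paper's Table S3 for libraries not in a list. Of the common muscle miRNAs of the pituitary, cfa-miR-1 passed and cfa-miR-133b and cfa-miR-206 were removed, and so was cfa-miR-514 in adrenal cortex. With the exact binomial test on implied reads, 33 and 13 were left, and at a fold change above 4, 13 and 4. Without the comparisons that hold CFDP1 or BAC2, which were left out after seeing the data, 7 were left in pituitary and 5 in adrenal cortex. The paper reasons that the expression level of a miRNA bears on its functional impact and took the filtered miRNAs on to target prediction.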

**Table 3:** The potential differentially expressed miRNAs targeting the differentially expressed genes, without prejudice to a negative correlation between miRNA and its corresponding target genes in both breeds. MiRNA and its corresponding potential target genes’ expression level are indicated by normalized reads and FPKM (Fragments Per Kilobase of exon model per Million mapped reads) respectively.

miRNA & genes	Counts			
	BPC1	BPC2	TPC1	TPC2
**cfa-miR-135b**	28942.56	15071.53	10065.27	21000.87
*GRIN2B*	0.250209	0.327438	4.27929	0.252423
**cfa-miR-205**	10730.32	22724.29	12764.71	55847.22
*CHN1*	11.6623	8.20414	58.7752	9.90749
*GLRB*	5.47912	5.66417	30.3379	6.2008
*MMD*	14.1617	12.4959	41.8962	12.9108
**cfa-miR-30a**	6285675	4436273	2553208	5289957
*SLC1A2*	3.18748	4.03293	108.28	2.35374
*GRIN2A*	0.0143535	0.0892129	1.75419	0
*GRIA2*	26.2931	26.7041	69.6217	19.3989
*CAMTA1*	4.61618	5.50413	14.7361	5.71324
*SORCS3*	12.1116	23.2745	12.4343	5.26901
*ATP2B2*	2.74647	3.10767	18.8807	3.18689
*FAM49A*	7.91528	8.88205	39.4249	8.66222
**cfa-miR-34b**	1331.3	1906.69	115.3	269.24
*NRXN2*	3.15428	1.36425	24.2216	2.60845
*SCN2B*	2.91752	1.15905	42.2646	1.72229
*SLC6A1*	7.34403	2.86335	32.8953	6.54531
*SYNPO*	4.77262	4.39135	21.2311	5.37488
*GRM7*	0.32311	0.330141	4.90747	0.391847
*JAKMIP1*	0.656131	0.477843	8.33219	0.783011
**cfa-miR-802**	812.1	346.67	115.3	1085.75
*NECAB1*	6.73288	4.95793	42.7074	7.71294

**Notes.**

BP1 beagle pituitary with treatment BP2 beagle pituitary without treatment CFDP1 Chinese Field dog pituitary with treatment CFDP2 Chinese Field dog pituitary without treatment

**Figure 3:**
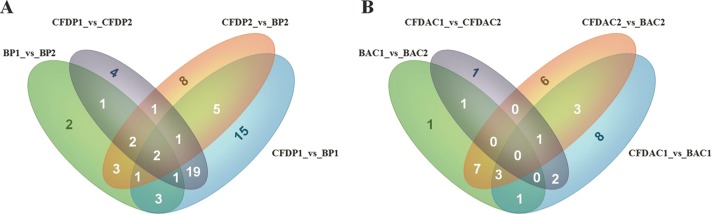
Venn diagrams of differentially expressed miRNAs (DE-miRNAs) among contrasts of each tissue. (A) The DE-miRNAs distributed in pituitary, including BP1, BP2, CFDP1, and CFDP2. (B) The DE-miRNAs distributed in adrenal cortex, including four groups of BAC1, BAC2, CFDAC1, and CFDAC2. The white number denotes the number of DEGs shared by at least two contrasts and were selected for further analysis.

To validate the miRNA expression levels obtained by high-sequencing, 4 random DE-miRNAs, including cfa-miR-30a, cfa-miR-124, cfa-miR-205 and cfa-miR-222 were selected to perform qPCR (Fig. 4). The results showed cfa-miR-30a, cfa-miR-205 both were significantly downregulated in CFDP1_vs_CFDP2 (|Log_2_(fold change)| > 1). Cfa-miR-124 was significantly upregulated but not significantly for cfa-miR-222 in CFDP1_ vs_CFDP2 (|Log_2_(fold change)| > 1). These observations were basically consistent with those obtained by high-sequencing, indicating the high-throughput sequencing data was reliable.

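In the deposited list of CFDP1_vs_CFDP2, cfa-miR-205 and cfa-miR-30a were lower and cfa-miR-124 and cfa-miR-222 higher in the stress-exposed library. Cfa-miR-205, a miRNA of epithelial cells, measured 12765 normalized reads in CFDP1 and 55847 in CFDP2 (log2 ratio -2.13, -2.20 to -2.06). Cfa-miR-30a, of a broadly expressed family, measured 2553208 and 5289957 (-1.05, -1.06 to -1.05). Cfa-miR-124, the leading miRNA of neurons, measured 1806445 and 67009 (4.75, 4.73 to 4.77). Cfa-miR-222, abundant in endothelium, measured 153482 and 29889 (2.36, 2.33 to 2.39), and was thus above 2-fold in the sequencing data. All 4 differences were far beyond counting error, at 1882 implied reads or more per library, and none has a replicate library. In beagle, cfa-miR-205 was also lower after stress exposure, at 10730 in BP1 and 22724 in BP2 (-1.08, -1.20 to -0.97), and the other 3 miRNAs are not in the list of BP1_vs_BP2. That list holds only changes above 2-fold. Cfa-miR-124 fell just short of this in BP1_vs_BP2, at a log2 ratio of 0.97 by the paper's Table S3. Cfa-miR-30a was higher in BP1 than in BP2 by the paper's Table 3, against its direction in CFD. The paper judged qPCR on the pooled RNA to be broadly alike and took the sequencing data as reliable.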

**Figure 4:**
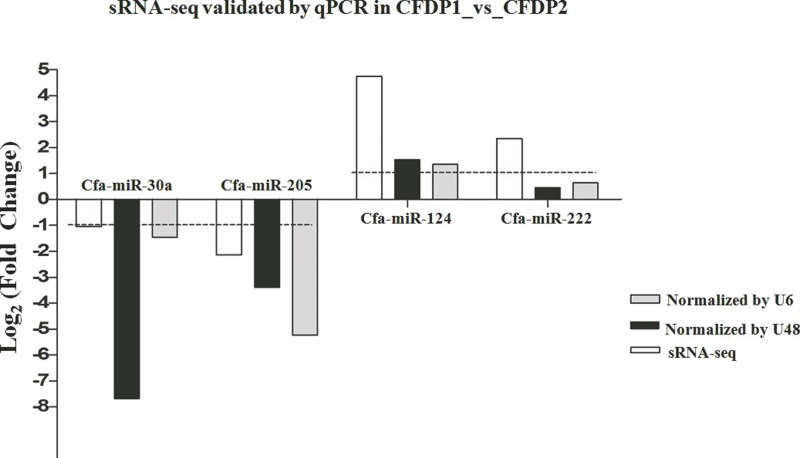
Validations of sRNA-seq by qPCR. *U6* and *U48* are the internal control genes to normalize the expression level of cfa-miR-30a, cfa-miR-205, cfa-miR-124 and cfa-miR-222 in CFDP1_vs_CFDP2. CFDP1, CFD with chronic stress exposure; CFDP2, CFD without chronic stress exposure.

### miRNA target prediction, and GO and KEGG analysis

The common DE-miRNAs, including 33 and 22 in pituitary and adrenal cortex were used for miRNA target prediction, with the methods of Targetscan used. Consequently, 3,959 and 4,010 target genes were obtained from pituitary and adrenal cortex respectively (Table S9). Then 3,959 and 4,010 target genes were performed with GO and KEGG analysis separately. Results showed that neither of the target genes from pituitary and adrenal cortex could be clustered into a certain GO term or KEGG pathway, due to the corrected *p*-value > 0.05. Instead, IPA was employed to identify the canonical pathways enriched by the predicted target genes. In CFDP1_vs_CFDP2 (i.e., 3,959 predicted target genes), the most enriched pathway was the axon guidance signaling pathway (*p* = 1.34E–11).

### DE-(miRNA-mRNA) pairs identification

In our previous transcriptome study (Luo et al., 2015), a total of 511 and 171 DEGs were identified in pituitary and adrenal cortex, respectively (Table S1). The DEGs identified in our transcriptome study were separately compared with the target genes in pituitary and adrenal cortex (i.e., 3,959 and 4,010 respectively), thus resulting in 105 and 10 common genes that were both included in DEGs and target genes (DE-target genes), respectively. Furthermore, the expression patterns of the 105 and 10 DE-target genes were compared with that of their corresponding miRNAs, without prejudice to the negative correlations between miRNAs and their target genes in both breeds. Consequently, 18 DE-(miRNA-mRNA) pairs in pituitary were obtained (Table 3). 

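All 5 miRNAs of these pairs were lower in CFDP1 than in CFDP2. Besides cfa-miR-30a, cfa-miR-205 and cfa-miR-802, these were cfa-miR-135b, at 10065 and 21001 normalized reads (log2 ratio -1.06, -1.14 to -0.98), and cfa-miR-34b, at 115 and 269 (-1.23, -2.06 to -0.47). The ratio of cfa-miR-34b rests on 17 and 92 implied reads, and its call ended with the exact binomial test and p-values multiplied by 425. In BP1_vs_BP2, cfa-miR-205 was lower, cfa-miR-802 was higher, and cfa-miR-30a, cfa-miR-34b and cfa-miR-135b were not listed. By Table 3 of the paper, cfa-miR-30a and cfa-miR-135b were higher in BP1 than in BP2, against their direction in CFD, and cfa-miR-34b was lower. Cfa-miR-34b was also lower in CFD than in beagle pituitary, with log2 ratios of 3.53 (2.78 to 4.36) in BP1_vs_CFDP1 and 2.83 (2.47 to 3.19) in BP2_vs_CFDP2. The FPKM values the paper reports in Table 3 for the paired genes, among them the glutamate receptor genes GRIN2B and GRIA2, the glutamate transporter gene SLC1A2 and the GABA transporter gene SLC6A1, are higher in CFDP1 than in CFDP2 for 18 of 18 pairs, with a median fold of 5.54 over the 17 that have a fold (GRIN2A is 0 in CFDP2). In 17 of the 18 pairs the paper's value is highest in CFDP1 among the 4 pituitary samples. The paper states that pairs were kept where the miRNA and its predicted target gene were negatively correlated in both breeds. With all 5 miRNAs lower in CFDP1, higher values of the paired genes there than in CFDP2 follow from this choice. In beagle, some pairs of the paper's Table 3 do not meet this criterion. NECAB1 was higher in BP1 than in BP2 (6.73 and 4.96), as was its miRNA cfa-miR-802. GLRB (5.48 and 5.66) and GRM7 (0.323 and 0.330) were slightly lower in BP1, as were their miRNAs cfa-miR-205 and cfa-miR-34b.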

In consideration of the miRNA expression level and its potential target genes’ relatedness to stress regulation, we selected 6 DE-(miRNA-mRNA) pairs to perform dual luciferase reporter assays to elucidate their dependability, including cfa-miR-30a-*GRIA2*, cfa-miR-30a-*SORCS3*, cfa-miR-30a-*SLC1A2*, cfa-miR-205-*MMD*, cfa-miR-205-*GLRB* and cfa-miR-205-*CHN1*. The dual luciferase reporter assay results showed just the cfa-miR-205-*MMD* conformed with the predicted (Fig. 5A), suggesting an important role played by cfa-miR-205 in regulating *MMD* under stress exposure in pituitary. Further, *MMD* and cfa-miR-205 expression levels were examined in the CFD brain, cerebellum, hippocampus and hypothalamus tissues by qPCR, normalized with *GAPDH*, *U6* and *U48* respectively. As expected, *MMD* was found to be upregulated, while downregulated for cfa-miR-205 in CFDP1_vs_CFDP2 (Fig. 5B).

**Figure 5:**
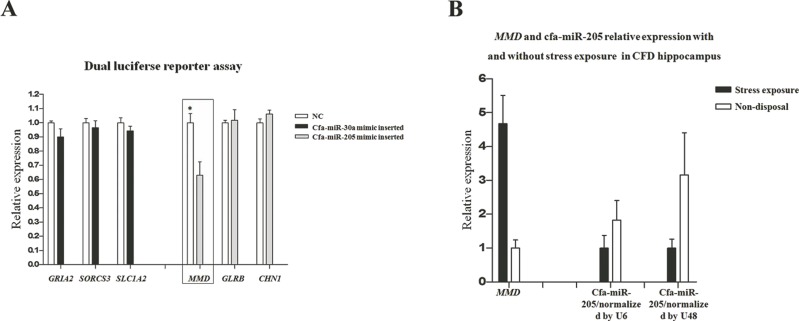
(A) Cfa-miR-205-*MMD* pair identification. (B) **Cfa-miR-205 and *MMD* expression patterns in CFD hippocampus with and without chronic stress exposure**.

## Discussion

Dogs, especially beagles, are commonly used as medical experimental animals (Lu et al., 2015; Ji et al., 2015; Li et al., 2015b). In this study, we took advantage of the good manageability and good stress tolerance in beagles, and the excitability in CFD, to explore the differentially expressed miRNAs in pituitary–adrenal axis under chronic stress exposure within and between breeds, with miRNA-seq. Our miRNA-seq study yielded 28,667,214, 15,926,611, 32,583,375, 32,665,593, 27,591,701, 18,359,529, 81,028,035, and 51,202,889 raw reads in BAC2, BAC1, CFDAC2, CFDAC1, BP2, BP1, CFDP2 and CFDP1, respectively. To our knowledge, this is the first time that the miRNA profiles of dog pituitary and dog adrenal cortex were presented. We found cfa-miR-30 family (including cfa-miR-30a and cfa-miR-30d), cfa-miR-7 family (including cfa-miR-7 and cfa-miR-7g) and cfa-miR-125 (including cfa-miR-125a and cfa-miR-125b) were the miRNAs of highest activity in dog pituitary. Besides, cfa-miR-99a, cfa-miR-30 family (including cfa-miR-30a and cfa-miR-30d), cfa-miR-26 family (including cfa-miR-26a and cfa-miR-26b) and cfa-miR-7 family (including cfa-miR-7 and cfa-miR-7g) were the miRNAs of highest activity in dog adrenal cortex. These observations in pituitary and adrenal cortex were distinct from those in dog lung and dog trachea, in which the cfa-miRNA-143 and the cfa-let-7 were the ones of highest activity (Zhao et al., 2014) respectively. Furthermore, when we compared the miRNA expression profiles of pre- and post-stress exposure groups with that of their corresponding gene expression profiles, especially in pituitary, a strikingly converse expression pattern was observed between the miRNA expression profiles and gene expression profiles, indirectly proving that the negatively regulated pattern between miRNAs and genes existed. Intriguingly, in non-disposal groups, within both breeds, the total miRNA expression levels of the pituitary were significantly higher than that of the adrenal cortex (The total reads of 21, 22, and 23 nt detected in CFD pituitary were all greater than 15 million, and less than 8 million in CFD adrenal cortex, and this phenomenon was also found in beagles but not so significantly compared with CFD). Apart from the deviation caused by high-sequencing, this might be attributable to the wider roles played in biological functions by pituitary than that by adrenal cortex, as a larger miRNA reserve pool could irrigate more. Besides, in non-disposal groups, CFD pituitary exhibited a much higher miRNA expression level than that of beagles’. This might in part explain the different stress tolerance between beagles and CFD: Because the expression pattern of the miRNA was negatively correlated with its target genes, and the genes involving chronic stress response in pituitary were mainly upregulated, hence a larger miRNA reserve pool harbored by CFD pituitary indicated that the CFD had greater potential energy to upregulate the genes involving stress response to a greater degree, thus expressing symptoms more severely in CFD.

Because the miRNAs function as gene regulators, it’s of limited significance to just discuss the roles of miRNAs without concerning their target gene expressions. In this study, we combined the miRNA expression profiles with their corresponding transcriptome profiles to analyze the potential DE-(miRNAs-target genes). Combined with the expression level and the relatedness to stress regulation, six DE-(miRNA-mRNA) pairs, including cfa-miR-30a-*GRIA2*, cfa-miR-30a-*SORCS3*, cfa-miR-30a-*SLC1A2*, cfa-miR-205-*MMD*, cfa-miR-205-*GLRB* and cfa-miR-205-*CHN1* were identified as the pivotal candidate miRNAs and their corresponding target genes. The further dual luciferase reporter assay indicated a significant target relation between cfa-miR-205 and *MMD*. We identified one pivotal DE-(miRNA-mRNA) pair, and this could be partly accounted for our rigorous strategy of the statistical analysis and the control group set, thus inducing some true positive DE-(miRNA-mRNA) pairs being omitted. More importantly, these results strongly indicated an actual positive correlated expression pattern between most miRNAs and their corresponding genes under chronic stress exposure, indicating a general buffering role for miRNAs in gene expression but not a role of synergy. In this study, miRNAs that were differentially expressed in at least two comparisons within pituitary or adrenal cortex groups were regarded as the candidate miRNAs for target prediction, and the target genes expressing differentially were selected. In addition, we didn’t take the miRNA and its corresponding target genes into consideration if the expression pattern between the miRNA and its target genes was just negatively correlated in one breed but not in another. These measures all contributed to a smaller number of the candidate DE-miRNAs and their corresponding target genes, but helped a lot in identifying the miRNAs of major effect on chronic stress regulation.

In this study, through conjoint analysis of mRNA-seq and miRNA-seq studies, we identified cfa-miR-205 might play a important role in regulating *MMD* in pituitary under chronic stress exposure. *MMD* (monocyte to macrophage differentiated-associated) has been found to be up-regulated upon monocyte differentiation (Liu et al., 2012). In our previous hippocampal sections upon the CFD and the beagle with and without chronic stress exposure, we found the CFD hippocampus underwent stress exposure and exhibited the largest apoptosis compared with other groups (Luo et al., 2015), suggesting a potential immune response in it. Thus, in CFDP1_vs_CFDP2, we hypothesized *MMD* should be upregulated, along with the cfa-miR-205 be down-regulated, as more macrophages were transferred from monocytes as supposed. Inspiringly, the qPCR results supported our hypothesis (Fig. 5B), indicating a potential pivotal role for cfa-miR-205 in regulating *MMD* under chronic stress exposure.

## Conclusions

In conclusion, we compared the miRNA expression profiles of the adrenal cortex and pituitary in beagles and CFD with and without stress exposure. We detected 425 known miRNAs and 147 novel miRNAs in total across 8 samples, and of the 425 known miRNAs, a total of 90 and 62 miRNAs were found to be differentially expressed in pituitary and adrenal cortex respectively. In combination with the transcriptome profiles corresponding to the miRNA profiles of this study, we found cfa-miR-205 might play an important role by upregulating *MMD*, thus enhancing the immune response in the pituitary and hippocampus, under chronic stress exposure. Our results shed light on the miRNA expression profiles in pituitary and adrenal cortex with and without chronic stress exposure, and provide a new insight into miR-205 with its feasible role in regulating chronic stress in the pituitary and hippocampus through targeting *MMD*.

## Supplemental Information

10.7717/peerj.1682/supp-1 Figure S1 The distributions of each type of small RNAs in each sample

10.7717/peerj.1682/supp-2 Figure S2 Isoforms of cfa-miR-217

10.7717/peerj.1682/supp-3 Figure S3 Predicted secondary structures of the novel miRNAs of miR-24_20231 and miR-21_17074

10.7717/peerj.1682/supp-4 Table S1 Differentially expressed genes identified from pituitary and adrenal cortex contrasts

10.7717/peerj.1682/supp-5 Table S2 Primer information of qPCR in detail

10.7717/peerj.1682/supp-6 Table S3 Total 425 conserved miRNAs identified across 8 samples

10.7717/peerj.1682/supp-7 Table S4 Top 20 miRNAs expressing with the highest abundance in four adrenal cortex samples and four pituitary samples, respectively

10.7717/peerj.1682/supp-8 Table S5 Novel miRNAs predicted by miRDeep2

10.7717/peerj.1682/supp-9 Table S6 Novel miRNAs predicted by miRDeep2, with the expression levels greater than 1,000 reads

10.7717/peerj.1682/supp-10 Table S7 Differentially expressed miRNA of BAC1_vs_BAC2, BAC1_vs_CFDAC1, BAC2_vs_CFDAC2, CFDAC1_vs_CFDAC2

10.7717/peerj.1682/supp-11 Table S8 Differentially expressed miRNAs of BP1_vs_BP2, BP1_vs_CFDP1, BP2_vs_CFDP2, CFDP1_vs_CFDP2

10.7717/peerj.1682/supp-12 Table S9 Ttarget genes predicted by common DE-miRNAs from pituitary and adrenal cortex contrasts, using Targetscan 7.0 (Cumulative weighted context ++ score ≤ − 0.2)

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: NCBI GEO Database GSE72015
http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72015.

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Figure S2

cfa-miR-217 (5'-3')

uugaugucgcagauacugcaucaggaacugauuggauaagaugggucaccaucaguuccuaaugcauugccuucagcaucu

..((((((.(.(.(.((((((.(((((((((((.((((.....))))).).))))))))).))))).).)).))))).

	Reads in each sample								Total reads
	CFDP1	CFDP2	BP1	BP2	CFDAC1	CFDAC2	BAC1	BAC2	
.....gauacugcaucaggaacugauugg.....	149	415	61	82	48	19	8	43	825
.....Uuacugcaucaggaacugauugg.....	74	190	23	39	21	6	3	5	361
.....Guacugcaucaggaacugauugga.....	22	74	10	10	8	1		6	131
.....Guacugcaucaggaacugauugg.....	6	30	8	3	1	1	2	3	54
.....Cuacugcaucaggaacugauugg.....	8	14	1						23
.....Cuacugcaucaggaacugauug.....	4	12	2	3	1	1			23
.....auacugUaucaggaacugauu.....	3	6	4	6	1				20
.....auacugcaucaggaacugauugUa.....	1	12		4					17
.....auacugcaucaggaacugauugU.....		11	2	1					14
.....auacugcaucaggaacugauuggU.....	2	8			1	1			12
.....auacugcaucaggaacugauugga.....	5	3		1					9
.....auacugcaucaggaacugauugg.....	4	4		1					9
.....auacugcaucaggaacugauugA.....	3	2	1	1					7
.....auacugcaucaggaacugauug.....		7							7
.....auacugcaucaggaacugauu.....	2	4	1						7
.....auacugcaucaggaacugau.....		5		1					6
.....auacugcaucaggaacuga.....	2	3					1		6
.....aGacugcaucaggaacugauugg.....	4	1			1				6
.....aGacugcaucaggaacugauug.....		5							5
.....aGacugcaucaggaacugauu.....		3	1	1					5
.....aAcugcaucaggaacugauugg.....	1			2				2	5
.....uUcugcaucaggaaacugauugga.....		3	1						4
.....uUcugcaucaggaaacugauugg.....		3				1			4
.....uGcugcaucaggaaacugauugga.....	1	2							3
.....uGcugcaucaggaaacugauugg.....						3			3
.....uGcugcaucaggaaacugauu.....		3							3
.....uGcugcaucaggaaacugau.....		3							3
.....uacuUcaucaggaacugauugga.....		3							3
.....uacuUcaucaggaacugauugg.....		3							3
.....uacugcauGaggaaacugauugg.....		2							2
.....uacugcaucGggaacugauugga.....		2							2
.....uacugcaucGggaacugauugg.....		2							2
.....uacugcaucaग्gaGcuगauugga.....		2							2
.....uacugcaucaग्gaacugGuugga.....		2							2
.....uacugcaucaग्gaacugCuugg.....		1		1					2
.....uacugcaucaग्gaacugauugU.....		2							2
.....uacugcaucaग्gaacugauugU.....		2							2
.....uacugcaucaग्gaacugauuggau.....				1					1
.....uacugcaucaग्gaacugauuggaG.....		1							1
.....uacugcaucaग्gaacugauuggaAa.....		1							1
.....uacugcaucaग्gaacugauuggaA.....		1							1

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682

A: Novel miR-24_20231

Mature Star

5' - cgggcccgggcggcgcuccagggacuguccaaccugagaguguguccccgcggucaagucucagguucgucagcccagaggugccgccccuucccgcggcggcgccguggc -3'

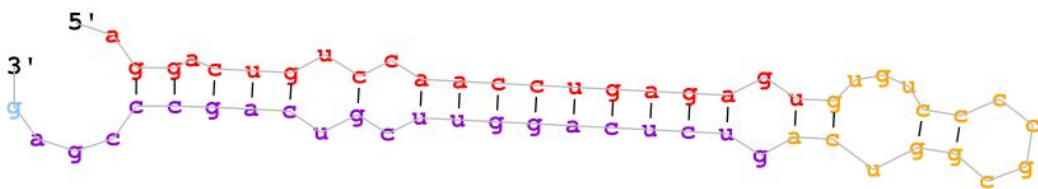

B: Novel miR-21_17074

Mature Star

5' - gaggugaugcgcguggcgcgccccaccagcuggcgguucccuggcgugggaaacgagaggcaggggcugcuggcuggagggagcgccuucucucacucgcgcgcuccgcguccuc -3'

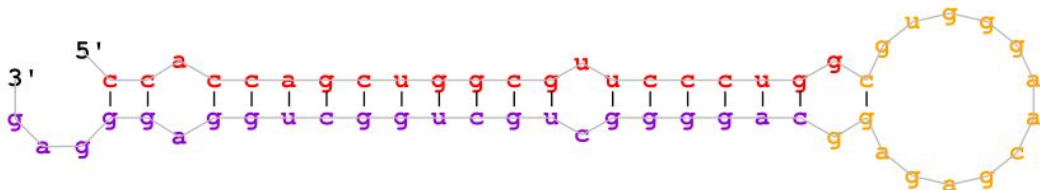

**Supplement:** Figure S3

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Table S2

Table S2. *U6* and *U48*, designed by RIBOBIO (Guangzhou, China), were the reference genes to normalize the cfa-miR-30a，cfa-miR-205, cfa-miR-124 and cfa-miR-222. *GAPDH* was used to normalized the *MMD* expression.

| **MiRNA & gene ID** | **Mature or primer sequence (5'-3')** | **Tm (℃)** |
| --- | --- | --- |
| Cfa-miR-30a | UGUAAACAUCCUCGACUGGAAGC | 60℃ |
| Cfa-miR-205 | UCCUUCAUUCCACCGGAGUCUG | 60℃ |
| Cfa-miR-124 | UAAGGCACGCGGUGAAUGCCA | 60℃ |
| Cfa-miR-222 | AGCUACAUCUGGCUACUGGGU | 60℃ |
| MMD | F:CTCTTCATCGTTTCCACAG | 56.9℃ |
|  | R:GTTCAACCACCTTATACTTTTC |  |
| GAPDH | F:GTCGGAGTGAACGGATTT | 56.9℃ |
|  | R:ATTTGATGTTGGCGGGAT |  |

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Table S3

Table S3. Total 425 conserved miRNAs identified across 8 samples.

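Table S3 gives normalized reads of 425 known miRNAs in the 8 libraries and so covers miRNAs that the lists of DE-miRNAs leave out. Its miRNAs fall into 272 with values of 2 decimals and others with longer decimals, whose value of 1 read is another one in each library (3.83 against 2.93 normalized reads in CFDP2, 29.3 against 23.8 in BAC1). No miRNA of the lists stands by its name among the latter. Cfa-miR-653, cfa-miR-545 and cfa-miR-802 stand at 0 in cells of the table for which the deposited lists give values, such as 612 for cfa-miR-653 in BP1 and 226 for cfa-miR-545 in BP1. Cfa-miR-105b in BAC1 is 2074.61 in the table and 357.69 in the list. In the BAC2 column, 6 neighbouring cells, from cfa-miR-9 to cfa-miR-96, appear shifted by 3 rows. The cell of cfa-miR-92b holds the 72001 normalized reads that the list gives for cfa-miR-96, and those of cfa-miR-93, cfa-miR-95 and cfa-miR-96 repeat the values of the miRNAs 3 rows further down. Where the table and a list differ, the list was used, and the remaining shifted cells were left out.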

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Table S4

**Table S4.** Top 20 miRNAs expressing with the highest abundance in four adrenal cortex samples and four pituitary samples, respectively.

| **MiRNAs** | **CFDAC1** | **CFDAC2** | **BAC1** | **BAC2** | **Total normalized reads in four libraries** |
| --- | --- | --- | --- | --- | --- |
| cfa-miR-99a | 19810873 | 23061916 | 23885090 | 23698721 | 90456601 |
| cfa-miR-21 | 11362479 | 8917961 | 8270830 | 9166959 | 37718228 |
| cfa-miR-10b | 8593051 | 10484330 | 10830756 | 7734339 | 37642477 |
| cfa-miR-26a | 9605728 | 9394091 | 9373879 | 8741314 | 37115012 |
| cfa-miR-143 | 10111291 | 7168042 | 9142691 | 9274211 | 35696235 |
| cfa-miR-7 | 4858309 | 8864940 | 7976998 | 9396610 | 31096856 |
| cfa-miR-374a | 8402231 | 7377764 | 6606706 | 8459683 | 30846383 |
| cfa-miR-202 | 7718715 | 7747423 | 7427822 | 6877351 | 29771311 |
| cfa-miR-30a | 5489756 | 4844690 | 5658608 | 4963782 | 20956836 |
| cfa-miR-27b | 5225157 | 4532651 | 5122167 | 5830649 | 20710623 |
| cfa-miR-30d | 5056338 | 5151400 | 4390377 | 3785722 | 18383837 |
| cfa-miR-29a | 3936458 | 3129053 | 3368500 | 3569169 | 14003180 |
| cfa-miR-186 | 3402541 | 3581630 | 2984769 | 2481664 | 12450604 |
| cfa-miR-125b | 2674399 | 3404810 | 3009473 | 3206618 | 12295300 |
| cfa-miR-145 | 3740812 | 2661095 | 2467809 | 2956808 | 11826525 |
| cfa-let-7g | 3306573 | 2869081 | 2758636 | 2813196 | 11747486 |
| cfa-miR-26b | 2753613 | 2877933 | 2535795 | 2246272 | 10413612 |
| cfa-miR-22 | 2820006 | 2040488 | 2290490 | 2258853 | 9409836 |
| cfa-miR-30b | 2618783 | 2307718 | 2432732 | 1863288 | 9222521 |
| cfa-miR-30c | 2397461 | 2274980 | 2359143 | 2076643 | 9108226 |
| **MiRNAs** | **CFDP1** | **CFDP2** | **BP1** | **BP2** | **Total normalized reads in four pituitary libraries** |
| cfa-miR-7 | 48819575 | 33991920 | 42072356 | 52972181 | 1.78E+08 |
| cfa-miR-99a | 19940045 | 27288016 | 25061757 | 21580417 | 93870234 |
| cfa-miR-375 | 10726742 | 12287974 | 9585913 | 11114511 | 43715139 |
| cfa-miR-26a | 7900619 | 7717516 | 6396173 | 6323871 | 28338179 |
| cfa-miR-125b | 5966317 | 7841985 | 4403503 | 4879717 | 23091522 |
| cfa-miR-374a | 2786703 | 4550098 | 7711742 | 3956627 | 19005170 |
| cfa-miR-30a | 2553208 | 5289957 | 6285675 | 4436273 | 18565112 |
| cfa-miR-335 | 4575893 | 4631149 | 4001569 | 4075891 | 17284501 |
| cfa-miR-29a | 4012136 | 3820760 | 4014629 | 4175758 | 16023282 |
| cfa-miR-27b | 3322590 | 4124008 | 3439612 | 3324949 | 14211159 |
| cfa-miR-141 | 2315039 | 3512334 | 4626710 | 3372330 | 13826413 |
| cfa-miR-30d | 3332493 | 3599250 | 2632735 | 3220913 | 12785390 |
| cfa-miR-148a | 2048045 | 1881416 | 2807003 | 3022652 | 9759115 |
| cfa-miR-96 | 1437373 | 2083438 | 2440242 | 1788000 | 7749053 |
| cfa-let-7g | 1938222 | 1773453 | 1902394 | 1849690 | 7463759 |
| cfa-miR-411 | 1849683 | 1745118 | 1911780 | 1837132 | 7343713 |
| cfa-miR-24 | 1868057 | 2044620 | 1717836 | 1667696 | 7298209 |
| cfa-miR-181a | 2144384 | 2085171 | 1600921 | 1297382 | 7127857 |
| cfa-miR-21 | 2339782 | 1411952 | 1716411 | 1605079 | 7073223 |
| cfa-miR-125a | 1729022 | 1935352 | 1108391 | 1323946 | 6096711 |

BAC1, Beagle adrenal cortex with treatment; BAC2, Beagle adrenal cortex without treatment; BP1, Beagle pituitary with treatment; BP2, Beagle pituitary without treatment; CFDAC1, Chinese Field Dog adrenal cortex with treatment; CFDAC2, Chinese Field Dog adrenal cortex without treatment; CFDP1, Chinese Field Dog pituitary with treatment; CFDP2, Chinese Field Dog pituitary without treatment.

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Table S5

Table S5. Novel miRNAs predicted by miRDeep2.

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Table S6

Table S6. Novel miRNAs predicted by miRDeep2, with the expression levels greater than 1000 reads.

| **Provisional id** | **Mature read count** | **Example miRBase miRNA with the same seed** | **Consensus mature sequence** | **Precursor coordinate** |
| --- | --- | --- | --- | --- |
| **chr24_20231** | 102626 | aca-miR-1388-5p | aggacuguccaaccugagagu | chr24:47411218..47411275:- |
| **chr21_17074** | 22949 | ppy-miR-1226 | ccaccagcuggcguucccugg | chr21:20592019..20592078:+ |
| **chr8_37811** | 20860 | - | aaaaauacgggugcacuucugu | chr8:69266325..69266383:+ |
| **chr28_23636** | 14328 | hsa-miR-593-5p | uggcaccagcacuggcggugg | chr28:27372109..27372165:- |
| **chrX_41704** | 11332 | hsa-miR-4530 | accagcagaggcuuggagcagg | chrX:32945419..32945483:- |
| **chrX_41019** | 9478 | - | aacagccucuggcauguugg | chrX:53926202..53926246:+ |
| **chrX_42318** | 4697 | - | uccacggugguggaauugucc | chrX:119928559..119928619:- |
| **chr38_30769** | 3043 | rno-miR-215 | augaccuacgaauugauagaca | chr38:14895116..14895175:- |
| **chrX_41069** | 2769 | - | uuacaauacaaccugguaagu | chrX:57590396..57590444:+ |
| **chrX_41456** | 2639 | hsa-miR-2114-5p | uagucccuuccuugaaggaucgg | chrX:118541359..118541417:+ |
| **chrX_42264** | 1934 | - | ugauuggcaccucuuugagugu | chrX:115652721..115652779:- |
| **chrX_42248** | 1643 | - | aauuaggaccucccugagcgga | chrX:114684099..114684159:- |
| **chrX_42244** | 1643 | - | aauuaggaccucccugagcgga | chrX:114680910..114680970:- |
| **chrX_42256** | 1643 | - | aauuaggaccucccugagcgga | chrX:114689812..114689872:- |
| **chrX_42252** | 1643 | - | aauuaggaccucccugagcgga | chrX:114687029..114687089:- |
| **chrX_42262** | 1177 | - | ugaauggcaccuuuuugaguagg | chrX:115652424..115652482:- |
| **chr8_37788** | 1170 | gma-miR4381 | uaugugacaugguccacuaau | chr8:69256925..69256981:+ |
| **chr31_26916** | 1103 | mmu-miR-670-3p | uuuccucacagugugggucugu | chr31:32635980..32636042:+ |

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Table S7

Table S7. Differentially expressed miRNA of BAC1_vs_BAC2, BAC1_vs_CFDAC1, BAC2_vs_CFDAC2, CFDAC1_vs_CFDAC2.

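The deposited adrenal cortex lists and Table S7 of the paper share 27 miRNAs for BAC1_vs_BAC2, 34 for BAC1_vs_CFDAC1, 29 for BAC2_vs_CFDAC2 and 21 for CFDAC1_vs_CFDAC2, each with equal values within 0.51. The lists hold 2, 3, 1 and 2 further miRNAs, and the table holds 0, 3, 1 and 0 further miRNAs in these comparisons. Cfa-miR-802 in BAC1_vs_BAC2, with 8 and 4 implied reads, and cfa-miR-653 in CFDAC1_vs_CFDAC2, with 1 and 9, are only in the lists, as is cfa-miR-300 in each of the 4.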

# Supplementary material for: Comparison of miRNA expression profiles in pituitary–adrenal axis between Beagle and Chinese Field dogs after chronic stress exposure
**Source:** PeerJ. 2016 Feb 18;4:e1682. doi: 10.7717/peerj.1682
**Supplement:** Table S8

**Table S8.** Differentially expressed miRNAs of BP1_vs_BP2, BP1_vs_CFDP1, BP2_vs_CFDP2, CFDP1_vs_CFDP2.

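For pituitary, the deposited lists and Table S8 share 19 miRNAs for BP1_vs_BP2, 49 for BP1_vs_CFDP1, 27 for BP2_vs_CFDP2 and 39 for CFDP1_vs_CFDP2, with equal values within 0.51. The table holds 6, 9, 5 and 4 further miRNAs, among them cfa-miR-449a and let-7d, each of the kind that Table S3 gives with longer decimals. Cfa-miR-449 measured 1917 normalized reads in BP1 and 4810 in BP2 in the lists (log2 ratio -1.33, -1.60 to -1.06) and 1484 in CFDP2 (1.70, 1.52 to 1.87, in BP2_vs_CFDP2). Table S8 holds these 2 comparisons for cfa-miR-449a, a synonym in the gene annotation, with values of 1828 in BP1 and 4749 in BP2. Like cfa-miR-34b and cfa-miR-34c it belongs to the miRNAs of multiciliated cells, and like them it was higher in beagle than in CFD pituitary without stress exposure.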

How the deposited data were processed for this re-analysis (not part of the article)

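Small RNA of pituitary and adrenal cortex from beagles and CFD was sequenced in 8 libraries, each a pool of RNA from 3 dogs, with 1 library for each combination of tissue, breed and treatment. According to the paper, reads were trimmed with SeqPrep and Sickle, other small RNA classes were removed by mapping to Rfam and GenBank, and known miRNAs were identified with miRBase. The submitters' processing notes name the genome build CanFam 3.1. The sample labels' protocol names spleen and another library kit. The paper's account, pituitary and adrenal cortex with a small RNA kit, was followed, and the tissue of each library was taken from where the labels and the paper agree.

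The deposited files are 8 lists of miRNAs that passed the authors' criteria. Their 2 value columns are reads that the authors scaled, deposited with 2 decimals in adrenal cortex (recorded here as a signal) and rounded to whole numbers in pituitary (recorded here as a score). The authors' log2 columns are the log2 of value 1 over value 2, the second shifted by 1 constant per list, and the deposited z-score is a score from the DEGseq package. The deposited p-value and both q-values are also the authors'. The paper's methods give a Benjamini q-value below 0.001 with a fold above 2, and its results give a p-value below 0.001. The authors' q-value was also below 0.001 for all calls but 1. Libraries were assigned to value columns by the comparison each list is named for and by the headings of Tables S7 and S8.

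From the deposited values, log2 ratios were computed anew (0 replaced by 0.5), and a miRNA was called at a log2 ratio above 1 in size with the authors' p-value below 0.001. This left 257 of the 258 listed entries, since cfa-miR-424 in BP2_vs_CFDP2 lies at exactly -1.00 by the values rounded to whole numbers (-1.02 in the authors' deposited log2 column). What 1 read is worth in a library was found as the step of the low values in the paper's Table S3, and 448 of 448 values of up to 200 reads were whole multiples of it within 0.01. Implied reads were the normalized reads divided by this step. The script was run on libraries simulated with these steps and with counting error alone, where for BP1_vs_BP2 50 of 50 miRNAs changed 4-fold with at least 50 reads were called, as were 51 of 52 for BP2_vs_CFDP2. The simulation holds no spread between dogs, so it tests the code and not how often a call would be false in these libraries. Exact binomial tests (two-sided) and Clopper-Pearson intervals at 95% used the implied reads of 2 libraries and their relative depth, and cover counting error only. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used.

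Depth, as implied reads of 272 miRNAs, was between 7298708 in BAC1 and 59399656 in CFDP2. A count of 0 allows up to 3 reads, which is 8.78 normalized reads in CFDP2 and 71.5 in BAC1. With 1 library per condition there was no replicate check, and no p-value was computed across miRNAs.

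Named miRNAs followed a rule written before the deposited lists were opened, when values in the paper's tables had been seen. They are the miRNAs the paper's text names that a list holds, those called in all 4 comparisons or both stress comparisons of a tissue, called members of 11 marker lists, and the 5 largest log2 ratios in each direction among miRNAs with at least 10 implied reads in the higher library. The marker lists cover brain, muscle, liver, erythroid, leukocyte, epithelial and multiciliated cells, a pancreas-enriched cluster, the imprinted cluster, HOX clusters and let-7. Other named miRNAs were chosen after their values were seen. A list's median log2 ratio came from Table S3 (miRNAs with at least 10 implied reads in a library of the tissue), and its percentile from 10000 random lists matched on mean level. The random lists were not matched on genomic neighbourhood, so neighbouring miRNAs that change together can make a percentile more extreme. Table S3 mixes miRNAs that were normalized in 2 separate sets, and ratios were only formed within a miRNA.

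Some alternatives were set before the deposited lists were opened, when the paper's tables had been read. They were the exact test on implied reads with p-values multiplied by 425, a fold above 4, at least 10 implied reads, 0.5 read added to both libraries, median-ratio scaling over Table S3, and a new screen of all of Table S3 with the exact test. Median-ratio scaling subtracts from all log2 ratios a median shift, which was 0.18 in BAC2_vs_CFDAC2, 0.13 in CFDAC1_vs_CFDAC2, -0.17 in BP1_vs_CFDP1 and -0.17 in BP2_vs_CFDP2, and less than 0.1 in size in the other comparisons. Leaving out the comparisons that hold CFDP1 or BAC2 was chosen after seeing the data. So was the use, for chance overlaps beside those over all detected miRNAs, of only the detected miRNAs that the lists can hold, which are those of the 272 found in the tissue (268 in pituitary, 267 in adrenal cortex). No genome of the build used was at hand, so no coordinates are given. Unannotated miRNAs, qPCR, target prediction and the luciferase assays were not analysed here.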

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

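The tests of explanations in this part were all chosen after the results were seen.

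Opposite directions in the breeds under the same stress contrast were seen for 3 miRNAs whose counting intervals exclude 0 in both breeds, and with 1 library per condition the difference was not tested. Cfa-miR-802 in pituitary had a log2 ratio of 1.23 in BP1_vs_BP2 and -3.24 in CFDP1_vs_CFDP2. Cfa-miR-196a in adrenal cortex had 3.35 in BAC1_vs_BAC2 and -1.75 in CFDAC1_vs_CFDAC2. Cfa-miR-216b in adrenal cortex had -1.27 in BAC1_vs_BAC2 and 1.89 in CFDAC1_vs_CFDAC2. With the exact binomial test and p-values multiplied by 425, the calls of cfa-miR-802 in BP1_vs_BP2 and of cfa-miR-216b in BAC1_vs_BAC2 ended, and only cfa-miR-196a kept both.

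Some listed miRNAs that Tables S7 and S8 leave out lie above the 3 reads that a count of 0 allows. In the higher library, cfa-miR-545 had 17 in BP1_vs_BP2 and 21 in CFDP1_vs_CFDP2, cfa-miR-653 had 9 in CFDAC1_vs_CFDAC2, and cfa-miR-802 had 8 in BAC1_vs_BAC2. Cfa-miR-300 had 4 in BAC1_vs_BAC2, in BAC2_vs_CFDAC2 and in BP1_vs_CFDP1. Cfa-miR-449 (555 in BP1_vs_BP2 and in BP2_vs_CFDP2) is missing from Table S8 under this name only, as the table holds both comparisons for its synonym cfa-miR-449a.

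Most brain-enriched miRNAs were higher in CFDP1 than in the 3 other pituitary libraries. A scaling difference between CFDP1 and CFDP2 is argued against, since the median log2 shift of all measured miRNAs was 0.038. In BP1_vs_CFDP1 the shift was -0.17, and the members' median went from -0.83 to -0.67 under median-ratio scaling. Scaling may thus bear on members that were highest in CFDP1 by a narrow margin. A stress response of the same size in both breeds was neither shown nor excluded. The median log2 ratio of all 16 members was 0.21 in BP1_vs_BP2 and 0.65 in CFDP1_vs_CFDP2. The SD of 0.48 in BP1_vs_BP2 is the spread among miRNAs, not the error of a median. For the 6 members called in CFDP1_vs_CFDP2, and so picked for their change in CFD, the medians were 0.45 and 2.48. RNA from brain or other neural tissue in the CFDP1 pool is a candidate explanation. Of the 16 brain-list miRNAs, 13 (81.2%) were highest in CFDP1, with cfa-miR-9 at 2270770 and cfa-miR-124 at 1806445 normalized reads. Cfa-miR-129, cfa-miR-153 and cfa-miR-212 were not, and cfa-miR-132, cfa-miR-137, cfa-miR-218, cfa-miR-219-5p and cfa-miR-488 were so by only 1.02 to 1.21 times. The count of 13 restates the pattern, so it does not favour this explanation over a stress response that is larger in CFD. All 16 had at least 10 implied reads in each other pituitary library too, none is on another marker list, and muscle-enriched miRNAs that neural tissue would not bring were also higher in CFDP1. A stress response that is larger in CFD cannot be told apart from the content of the pool, since there is 1 CFD pituitary library with stress exposure.

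Cfa-miR-122 was higher in both stress-exposed adrenal cortex libraries, with the smaller log2 ratio at 4.47. Liver RNA in these pools would also bring cfa-miR-192 and cfa-miR-194, and 4 of their 4 log2 ratios were above 0. This cannot be told apart from their own level in adrenal cortex, as the rise of cfa-miR-122 was only 19.0% to 29.0% of the control value of these miRNAs. The rise of cfa-miR-122 was 12477 normalized reads in beagle and 16052 in CFD. Cfa-miR-194 rose by more (14899 and 27427), and cfa-miR-192 by more in CFD (34057) but less in beagle (7794). Since cfa-miR-122 is the most abundant miRNA of hepatocytes, liver RNA alone would not give the larger rises. The 4 ratios above 0 are thus no sign of liver RNA. A stress response shared by both breeds also stays open and was not tested, and each breed has 1 library per treatment.

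A number of deposited calls rest on a few reads, 21 of them on at most 2. The deposited z-scores lie within 2% of z-scores computed from the normalized values for 99.6% of the entries, and within 2% of z-scores computed from implied reads for 0%. The values are thus consistent with a test run on scaled values as though they were reads, and the deposited z-scores are 3.22 times those from implied reads (median over 258 entries). No biological explanation was tested.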

How the results depend on the processing

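The settings that leave out CFDP1 or BAC2 were chosen after the results were seen. The other alternatives were set before that, with the paper's tables already read. No paired analysis was run, and each condition has 1 library. The 16 counts followed here are the DE-miRNAs of each comparison and 4 counts per tissue. These 4 are miRNAs in at least 1 comparison, common, common above 1000 reads, and called after stress in both breeds. With 0.5 read added and with median-ratio scaling, all 16 stayed within 1.5 times their main value. The number in all 4 adrenal cortex comparisons, not among the 16, fell from 5 to 2 with 0.5 read added. Of 179 log2 ratios of named miRNAs, median-ratio scaling moved 40 beyond their counting interval and adding 0.5 read none.

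With the exact binomial test on implied reads and p-values multiplied by 425, 108 of 257 calls were lost, 52 of them with fewer than 10 implied reads in the higher library and 20 with an exact p-value that met the threshold before it was multiplied. By this setting the number of DE-miRNAs fell to 11 in BAC1_vs_BAC2, 11 in BAC1_vs_CFDAC1, 18 in BAC2_vs_CFDAC2, 10 in BP1_vs_BP2 and 7 in CFDAC1_vs_CFDAC2. In adrenal cortex the DE-miRNAs in at least 1 comparison fell to 32, the common ones to 13, those above 1000 reads to 13, and those called after stress in both breeds to 2, and in pituitary the last fell to 5. The pituitary counts for at least 1 comparison, common and above 1000 reads stayed within 1.5 times.

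At a fold above 4, which is stricter by construction, the numbers were 10 in BAC1_vs_BAC2, 9 in BAC1_vs_CFDAC1, 11 in BAC2_vs_CFDAC2, 4 in BP1_vs_BP2, 20 in BP1_vs_CFDP1, 6 in BP2_vs_CFDP2, 11 in CFDAC1_vs_CFDAC2 and 19 in CFDP1_vs_CFDP2. In pituitary 29 were called in at least 1 comparison, 19 were common, 13 were common above 1000 reads and 2 were called after stress in both breeds, and in adrenal cortex these were 21, 15, 4 and 5.

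With at least 10 implied reads in the higher library, which drops low calls by construction, 19 were left in BAC1_vs_BAC2, 12 in CFDAC1_vs_CFDAC2, 25 common ones in adrenal cortex and 3 called there after stress in both breeds. When all of Table S3 was screened anew with the exact test, 90 calls were lost and 45 gained, with 15 in BAC1_vs_BAC2, 22 in BAC1_vs_CFDAC1 and 7 in CFDAC1_vs_CFDAC2, 24 common in adrenal cortex, and 6 in pituitary and 2 in adrenal cortex called after stress in both breeds. Calls gained include cfa-miR-8908d and cfa-miR-1343, of the kind given with longer decimals, which the lists do not hold. Cfa-miR-449 was lost and its synonym cfa-miR-449a gained in BP1_vs_BP2 and BP2_vs_CFDP2. The cause of the other changes was not tested.

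Without the 2 comparisons that hold CFDP1, 39 pituitary miRNAs were called, 9 were common and 7 were common above 1000 reads. Without the 2 that hold BAC2, 16 adrenal cortex miRNAs were common and 5 were common above 1000 reads. Fewer comparisons give fewer common miRNAs by construction. Depth limits the precision of 52 of the 257 calls, which had fewer than 10 implied reads in the higher library.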

Differences from the paper's values

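At the paper's stated thresholds, 1 count differed from the paper's by more than 1.5 times. The paper names 3 miRNAs (the paper's number) as shared by all 4 adrenal cortex comparisons, and the lists hold 5, the same 3 with cfa-miR-300 and cfa-miR-448, which have at most 4 implied reads. The count is within 1.5 times of the paper's at a fold above 4 (2), with at least 10 implied reads (2) and with 0.5 read added (2). It is not with median-ratio scaling (5), with the exact test on implied reads (0) or with Table S3 screened anew (0).

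Of the alternatives set before the deposited lists were opened, those that reach the paper's number where the main count does not are the following. With 0.5 read added, BAC1_vs_BAC2 has 27 DE-miRNAs, the paper's number, against 29. The match is in number only, since this setting dropped cfa-miR-1839 and cfa-miR-33b, while the paper's table lacks cfa-miR-300 and cfa-miR-802. With median-ratio scaling, CFDAC1_vs_CFDAC2 has 15 higher DE-miRNAs, the paper's number, against 16, and adrenal cortex has 18 common DE-miRNAs above 1000 reads, the paper's number, against 22. When Table S3 is screened anew, BP2_vs_CFDP2 has 7 higher DE-miRNAs, the paper's number, against 6. For the common DE-miRNAs above 1000 reads, the paper gives 39 in pituitary and 18 in adrenal cortex at the filter, and 33 and 22 where it turns to target prediction. The deposited lists give 33 and 22.

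In Table 2 of the paper, 114 of 131 entries hold values that a deposited list also holds, and their log2 ratios differ from those computed here by 0.00713 at most. Of these 114 entries, 6 carry other library labels in the table than in the list.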

Other observations

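Of 15 cases in which 2 miRNAs whose genes neighbour each other in the annotation of another dog assembly (UU_Cfam_GSD_1.0) were both called in a comparison, 14 had the same direction. The log2 ratios lay within 0.5 of each other in 7 cases and more than 1 apart in 4. Cfa-miR-653 and cfa-miR-489 went opposite ways in CFDAC1_vs_CFDAC2 (-2.96 and 1.21, with 1 implied read of cfa-miR-653 in CFDAC1), and cfa-miR-206 and cfa-miR-133b stood at 7.96 and 3.56 in CFDP1_vs_CFDP2. In CFDP1_vs_CFDP2, cfa-miR-221 (2.24) and cfa-miR-222 (2.36) were close, and in BP1_vs_CFDP1 cfa-miR-34b (3.53) and cfa-miR-34c (3.02) were 0.52 apart. In BP2_vs_CFDP2, cfa-miR-216a (-1.83) and cfa-miR-216b (-1.48) were both higher in CFD pituitary. The erythroid cfa-miR-144 was lower in CFDP1 than in CFDP2 (-1.07, -1.09 to -1.05) and than in BP1 (1.79, 1.77 to 1.81, in BP1_vs_CFDP1), and cfa-miR-451 was lower in BAC1 than in CFDAC1 (-1.06, -1.07 to -1.04).

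In pituitary, cfa-miR-10a of the HOX clusters was higher in CFDP2 than in BP2 (-1.79, -1.88 to -1.69). In adrenal cortex, cfa-miR-96 of the epithelial list was higher in CFDAC2 than in BAC2 (-1.13, -1.17 to -1.09). Cfa-miR-132, a miRNA induced by neuronal activity, was higher in CFDAC1 than in CFDAC2 (1.41, 1.34 to 1.48). Cfa-miR-448 was higher after stress exposure in pituitary of both breeds, at 1.46 (1.05 to 1.87) in beagle and 1.53 (1.31 to 1.74) in CFD, as was cfa-miR-139, at 1.42 (0.99 to 1.87) and 2.12 (1.94 to 2.30). Each of these values compares 1 library with another.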
